# Differential expression of miRNAs and their targets in wax-deficient rapeseed

**DOI:** 10.1038/s41598-019-48439-z

**Published:** 2019-08-21

**Authors:** Tingting Liu, Jingquan Tang, Li Chen, Jiayue Zeng, Jing Wen, Bin Yi, Chaozhi Ma, Jinxing Tu, Tingdong Fu, Jinxiong Shen

**Keywords:** miRNAs, Plant morphogenesis

## Abstract

The cuticle of a plant, composed of cutin and wax, is the outermost hydrophobic layer covering the epidermis of all its aerial organs, protecting it from many abiotic and biotic stresses. The biosynthesis and regulation pathways of wax components have been well studied, whereas there are fewer reports on the small RNA-involved post-transcriptional regulation of wax biosynthesis in plants, particularly in *Brassica napus*. Previously, we conducted a study on a glossy mutant of rapeseed, and we assumed that there was a dominant repressor to inhibit the expression of wax-related genes. To verify this hypothesis and investigate the function of small RNAs in wax biosynthesis in *B. napus*, we constructed four small RNA libraries from the stem epidermis of wax-deficient mutant and wild-type plants for sequencing. Subsequently, 43,840,451 clean reads were generated and 24 nt sequences represented the dominant percentage. In total, 300 unique known miRNAs were identified and eight of them showed differential expression. In addition, the expression levels of six novel miRNAs were altered. Surprisingly, we found that four up-regulated miRNAs in the wax-deficient plants, bna-miR408b-5p, bna-miR165b-5p, bna-miR160a-3p, and bna-miR398-5p, were all complementary strands of their corresponding mature strands. Stem-loop qRT-PCR verified that the expression of bna-miR165a-5p was increased in the mutant stems, while its putative target, *BnaA06g40560D* (*CYP96A2*), was down-regulated. In addition, the expression of bna-miR827a was detected to be down-regulated in glossy mutant. 5′ RACE experimental data showed that bna-miR827a cleaves three *NITROGEN LIMITATION ADAPTATION (NLA)* genes (*BnaC08g45940D*, *BnaA10g01450D* and *BnaC05g01480D*). The down-regulation of bna-miR827a resulted in decreased cleavage on its targets, and led to the up-regulation of its targets, especially *BnaA10g01450D* gene. These results showed that bna-miR165a-5p might participate in wax biosynthesis process by regulating its putative target *BnaA06g40560D* (*CYP96A2*). The expression levels of a phosphate (Pi)-related miRNA, bna-miR827a, and its target genes were affected in wax-deficient rapeseeds. These results will promote the study of post-transcriptional regulation mechanisms of wax biosynthesis in *B. napus* and provide new directions for further research.

## Introduction

The plant cuticle is a hydrophobic layer covering the surface of aerial organs, which serves a barrier against a variety of environmental changes, such as drought stress, osmotic stress, ultraviolet light, extreme temperature stress, physical damage, dust pollution, and pest and pathogen attacks. In addition, it forms a boundary between organs and plays an important role in pollen fertility and pollen-stigma interactions^1–3^. The plant cuticle consists of two main components, wax and cutin. It is a composite structure with very-long-chain fatty acids (VLCFAs; C20–C34) and their derivatives, including primary alcohols, wax esters, aldehydes, alkanes, primary alcohols, and ketones^4^. In *Arabidopsis thaliana*, the substrates of cutin and wax, C16 or C18 fatty acids from plastids, are activated by long-chain acyl-coenzyme A synthase (LACS) and then exported to endoplasmic reticulum (ER) for further elongation^5^. After adding two carbons by the fatty acid elongase (FAE) complex in each reaction cycle, the ultimate carbon chain length of VLCFAs reaches 20–34^6^. Next, acyl-reduction pathway produces primary alcohols and wax esters, and the decarbonylation pathway produces aldehydes, alkanes, secondary alcohols, and ketones^7^. MAH1, a member of cytochrome P450 enzyme family in *Arabidopsis*, is characterized as a medium-chain alkane hydroxylase, which can catalyze the hydroxylation reaction for generating secondary alcohols and ketones in stem cuticular wax^8^. These cuticular wax components are transported through plastid membrane to plant surface to form wax films or wax crystals, and this process requires ATP to provide energy. *ABCG11* and *ABCG12*, encoding two ATP-binding cassette transporters, are responsible for wax trans-membrane transport in *Arabidopsis*^9^.

Small RNAs are a class of 20–24 nt RNAs, which include two main categories, 20–22 nt microRNAs (miRNAs) and 21–24 nt small interfering RNAs (siRNAs). These small RNAs can regulate gene expression through transcriptional gene silencing (TGS) or post-transcriptional gene silencing (PTGS)^10–12^. RNA polymerase II is responsible for the transcription of miRNA genes to produce hairpin-structured pri-miRNAs. These pri-miRNAs are recognized by RNase III family enzymes to generate pre-cut miRNAs and then cut by DICER-LIKE1 (DCL1) enzyme to produce miRNA duplex complex. Subsequently, the mature miRNAs are loaded into ARGONAUTE 1 (AGO1) to form an active RNA-induced silencing complex (RISC) and target mRNAs with complementarity to the miRNA^13–16^. As for siRNA biosynthesis pathway, several unique proteins are involved in driving specific functions. SUPPRESSOR OF GENE SILENCING3 (SGS3) binds single strand RNAs to prevent them from degradation. RNA-DEPENDENT RNA POLYMERASE1 (RDR1) converts them to double-stranded (ds) RNAs, as a substrate for DCL complex^17,18^. In addition, in *Arabidopsis thaliana*, siRNA-mediated target gene degradation is dependent on SUPERKILLER proteins, which are responsible for RNA degradation in the cytoplasm in the 3ʹ to 5ʹ direction^19^.

In plants, miRNAs participate in diverse aspects of developmental processes and also regulate the response to environmental stresses. For example, in *Arabidopsis*, miR156 and miR172, cooperate to regulate the transition from the juvenile to the adult phase^20^. Another conserved miRNA, miR319, controls leaf morphology and size by targeting TEOSINTE BRANCHED1/CYCLOIDEA/PCF (TCPs) in tomato^21^. Recently, several studies have found that small RNAs participate in cuticular wax biosynthesis. In *Arabidopsis*, *CER7* encodes a 3ʹ–5ʹ exoribonuclease and degrades a *CER3*-recognized ta-siRNA to regulate *CER3* expression^22,23^. This *CER3* regulation process is dependent on RNA-mediated gene silencing components (RDR1 and SGS3), and the SUPERKILLER complex components, AtSKI2, AtSKI3 and AtSKI8^24,25^. In durum wheat, *W1-COE* encodes a carboxylesterase to participate in the *β*-diketone biosynthesis process. The *IW1* gene produces a miRNA to cleave *W1-COE* and *W2-COE* transcripts, which results in *β*-diketone decrease and non-glaucous phenotype^26^.

*Brassica napus* is a major vegetable oil-producing crop worldwide. Small RNA sequencing technology has helped to identify small RNAs in different biological processes and phenomena in rapeseed, including oil-production^27^, seed maturation^28^, pollen development^29^ and hybrid vigor^30^. In addition, miRNAs play significant roles in stress response, such as cadmium stress^31^, *Plasmodiophora brassicae* attacks^32^, and *Verticillium longisporum* attacks^33^. Recently, *B. napus* genome has been published^34^. The rapeseed genome sequence information, together with small RNA sequencing technology, provides a convenient strategy for studying miRNA expression and function in *B. napus*.

Previously, most studies have investigated the gene-participated and transfactor-regulated wax biosynthesis pathway in many plants. However, very few studies on miRNA-involved regulation of wax synthesis in *B. napus* have been reported to date. In our previous study, a dominant glossy mutant of rapeseed was studied^35^. We assumed that there might be a dominant repressor to inhibit wax-related gene expression. To verify this hypothesis and explore the function of miRNAs in wax biosynthesis, we used small RNA sequencing technology in our current study. In *Arabidopsis*, the elongation part with the fastest rate is on the top 3 cm of the stem. The biosynthesis and deposition of cuticular wax are constant during cell elongation, which means that the wax-related genes are highly expressed in the epidermal cells of this segment^36^. We peeled the epidermis of *B.napus* manually from the top 3 cm of the stem at four weeks after cultivation. Subsequently, four small RNA libraries (i.e., two replicates for each phenotype) were constructed for glossy mutant and wild-type stem epidermis and then sequenced using Illumina Hiseq 2000 platform. The aim of this work was to identify the differentially-expressed miRNAs between glossy and waxy rapeseed, and to find out their potential function in wax biosynthesis. These results will help to elucidate the mechanism by which small RNAs are involved in wax biosynthesis regulation in *B. napus*.

## Results

### Phenotypic characterization of glossy and waxy plants

The wax-deficient rapeseed material is a novel dominant glossy mutant, as described previously^35^. The wild-type material (NO.2127) was glaucous with all the organs above ground covered with wax (Fig. 1A), while the glossy mutant (P4) was observed to have bright green leaves and stems (Fig. 1B). Cryogenic scanning electron microscopy (Cryo-SEM) was used to examine the deposition of epicuticular wax crystals on the stem surface. The wild-type stem was covered with abundant wax crystals (Fig. 1C). In contrast, nearly no visible wax crystals could be seen on the stem cuticle (Fig. 1D).

**Figure 1:**
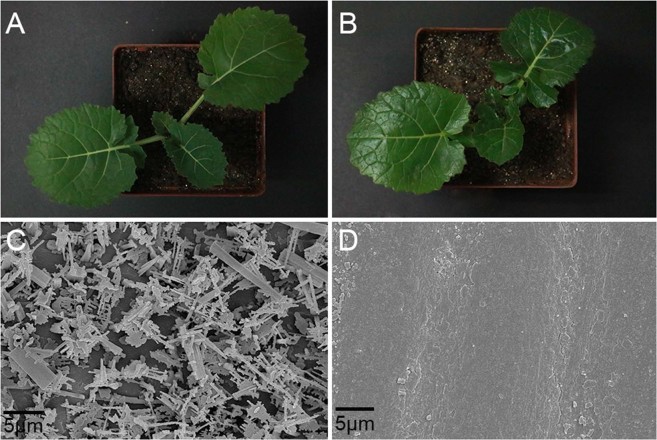
Phenotypic characterization of glossy and waxy epidermis. (**A**) Phenotype of wild-type plant. (**B**) Phenotype of glossy plant. (**C**) Wax crystals on wild-type stem are abundant and intact. **(D)** Epidermis of glossy stem is smooth, with nearly no wax crystals. Scale bar = 5 μm.

### Basic analysis and length distribution of small RNA

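RNA of the peeled stem epidermis was pooled from 3 plants per library, 4 weeks after cultivation, and 2 libraries were made for the glossy mutant (GL-1 and GL-2) and 2 for the wild type (WT-1 and WT-2). The authors filtered and aligned the small RNA reads, searched them against miRBase, predicted further miRNAs with MIREAP from the remaining reads, and deposited for each library the number of reads counted on each miRNA entry, without normalization. The deposited lists hold the same 12743 entries in every library, 300 conserved entries with miRBase names and 12443 predicted entries with running numbers, and give no sequences. Counts over all entries were 1050008 in GL-1, 1153617 in GL-2, 1490643 in WT-1 and 1369275 in WT-2. The paper's clean reads for the same libraries (Table 1) are 10377071, 11120920, 11474334 and 10868126. Counts over the predicted entries alone ranged from 48465 in GL-1 to 402920 in WT-2. A single predicted entry, Nov-miR-2492, had 0 counts in GL-1, 116314 in GL-2, 112657 in WT-1 and 176941 in WT-2. At these depths, 3 counts made up 0.0003% of the conserved counts in GL-1, 0.000347% in GL-2, 0.000248% in WT-1 and 0.00031% in WT-2, which is the smallest share taken as detectable. Such floors and the confidence intervals given for shares cover at most counting error, because PCR copies of a read were not told apart. Counts of entries that may share reads were also summed as if they were separate reads, so the intervals can be too narrow. With 2 libraries per phenotype, an exact two-sided permutation test cannot give a p below 0.333.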

In order to explore the potential miRNAs participating in the regulation of wax biosynthesis in *B. napus*, four independent sRNA libraries (two biological replicates for each phenotype) were constructed for sequencing by Illumina HiSeq 2000. After filtering low quality tags, < 18 nt or > 30 nt reads, 3′ adapter, insert sequence, 5′ adapter and polyA, 43,840,451 clean reads were generated (Table 1). These clean reads contained tRNA, scRNA, snRNA, snoRNA, rRNA, repeat sequences and un-annotated reads. The reads distribution in these four small RNA libraries showed extreme similarity with each other (Fig. 2a). Among the clean reads, 27,463,633 were un-annotated, accounting for approximately 62.5% of all clean reads (Table 1). Subsequently, all the above un-annotated reads were mapped to the *B. napus* genome with a tolerance of two mismatches. More than 44% (>3 million reads in each library) of the un-annotated reads could be mapped to the reference genome (Supplementary Table S1). These un-annotated reads were submitted to miRBase 21.0 to search known miRNAs in all plants, and only 2,628,951 (approximately 6%) reads were identified as conserved miRNAs (Table 1). 

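In the deposited counts, the 300 conserved entries summed to 1001543 in GL-1, 864611 in GL-2, 1208784 in WT-1 and 966355 in WT-2. Many entries had the same counts as another entry in all 4 libraries, and the 300 entries formed 231 distinct count patterns. When entries with identical counts were counted once, a choice made after the data were seen, the sums were 722823 in GL-1, 631695 in GL-2, 882799 in WT-1 and 720292 in WT-2. These sums made up 6.97%, 5.68%, 7.69% and 6.63% of the paper's clean reads of the libraries, in the same order. The paper's reported numbers of conserved miRNA reads are 663944, 544234, 720981 and 699792 (Table 1).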

A majority of small RNA reads ranged from 21–24 nt, with 24 nt sequences representing the dominant percentage (Fig. 2b). These results were consistent with the length distribution patterns of small RNAs in previous studies on plants^29,37^.

**Table 1:** Summary of small RNA sequencing data.

Samples	GL-1	GL-2	WT-1	WT-2	Total
Raw reads	11,409,851	12,072,823	12,444,196	12,144,309	48,071,179
Low quality reads	907,530	928,213	933,421	988,058	3,757,222
<18nt and >30nt reads	125,250	23,690	36,441	288,125	473,506
Clean reads	10,377,071	11,120,920	11,474,334	10,868,126	43,840,451
Conserved miRNA	663,944	544,234	720,981	699,792	2,628,951
Conserved miRNA percentage	6.40%	4.89%	6.28%	6.44%	—
Unannotated reads	6,183,278	7,300,046	7,505,286	6,475,023	27,463,633
Unannotated percentage	59.59%	65.64%	65.41%	59.58%	—

**Figure 2:**
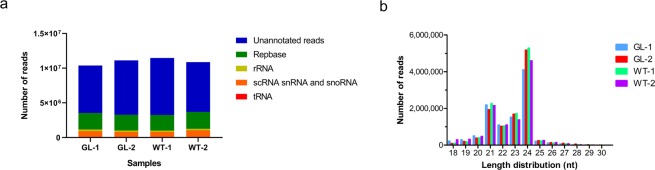
Annotation distribution and length distribution of diverse clean reads. **(a)** All the clean reads were classified into five groups. The blue columns represent unannotated reads and account for more than 60% in each library. The y-axis represents reads number of each term. **(b)** The length distribution of clean reads in each library. The 24nt sequences represent the dominant percentage, following by 21nt. The x-axis represents different length and the y-axis represents the reads number.

### Identification of conserved and novel miRNAs

To date, the miRBase 21.0 contained a total of 35,828 mature miRNAs and 28,645 miRNA precursors from different types of plants (http://www.mirbase.org/). Totally, we identified 9,690 unique reads which could mapped to conserved miRNAs in miRBase 21.0. Only 1,868 reads were co-expressed in four small RNA libraries, and the number of unique reads in glossy and wildtype materials were 2,811 and 3,101, respectively (Fig. 3a). 

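The 300 conserved entries carried 164 family names. Of these entries, 299 had at least 1 count in at least 1 library and 208 had counts in all 4 libraries. The number of conserved entries with counts was 255 in GL-1, 257 in GL-2, 255 in WT-1 and 265 in WT-2. With a minimum of 10 counts, the alternative that lowered these numbers most among the entries of all species, 166 conserved entries were detected in at least 1 library and 133 in all 4. Entries named for Brassica species numbered 84 and belonged to 46 families, with 36 named for B. napus, 44 for B. rapa and 4 for B. oleracea. A further 94 entries were named for Arabidopsis thaliana and 15 for Arabidopsis lyrata, and the entries had 35 species prefixes in all. Names of animal species were carried by 73 of the entries, with 15 prefixes and 8198 counts over the 4 libraries, and the plant-named entries alone came from 104 families.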

Subsequently, in the four libraries, 300 unique miRNAs from 170 families were examined, including 199 *Brassica* miRNAs from 77 families (Table 2). 

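The share of each family in the conserved miRNA counts of a library was computed with Wilson 95% confidence intervals. The miR157 family, with 7 entries, ranked the first with 49.4% ± 1.49 (SD, n = 2 libraries) of the counts in the glossy mutant and 51.4% ± 10.1 (SD, n = 2) in the wild type. Its share was 50.4% (interval 50.3 to 50.5) in GL-1, 48.3% (48.2 to 48.4) in GL-2, 58.6% (58.5 to 58.7) in WT-1 and 44.2% (44.1 to 44.3) in WT-2. The miR156 family, with 14 entries, ranked the second with 23.7% ± 0.128 (SD, n = 2) in the glossy mutant and 21.9% ± 5.75 (SD, n = 2) in the wild type. For neither family was the difference between the phenotypes larger than the spread between the wild-type libraries (exact two-sided permutation test, p = 1.0 for each). By counts summed over the 4 libraries, miR166 ranked the third, followed by miR168, miR164 and miR165. The share of miR166 was 6.41% ± 2.13 (SD, n = 2) in the glossy mutant and 6.62% ± 0.0876 (SD, n = 2) in the wild type. That of miR165 was 6.48% ± 0.332 (SD, n = 2) in the glossy mutant and 4.03% ± 0.733 (SD, n = 2) in the wild type. It was above that of miR166 in GL-1, 6.72% against 4.91%, and below it in GL-2, 6.25% against 7.92%. With identical counts counted once, a choice made after the data were seen, miR165 held 103937 counts over the 4 libraries and miR166 260999. The share of miR164 was 4.28% ± 0.0156 (SD, n = 2) in the glossy mutant and 6.11% ± 1.07 (SD, n = 2) in the wild type. For miR165 and miR164 the exact two-sided permutation test gave p = 0.333 each, the smallest p it allows. The miR158 family, with 2 entries, ranked 28, with 260 counts in GL-1, 228 in GL-2, 217 in WT-1 and 277 in WT-2. Its share was 0.0262% ± 0.00029 (SD, n = 2) in the glossy mutant and 0.0233% ± 0.00757 (SD, n = 2) in the wild type. Together, miR157, miR156 and miR158 held 73.0% ± 1.36 (SD, n = 2) of the conserved counts in the glossy mutant and 73.3% ± 4.39 (SD, n = 2) in the wild type (exact two-sided permutation test, p = 1.0). With Brassica entries only, the alternative that moved the combined share most, it was 0% in both phenotypes, since no entry named for a Brassica species belonged to these families.

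**Figure D1:**
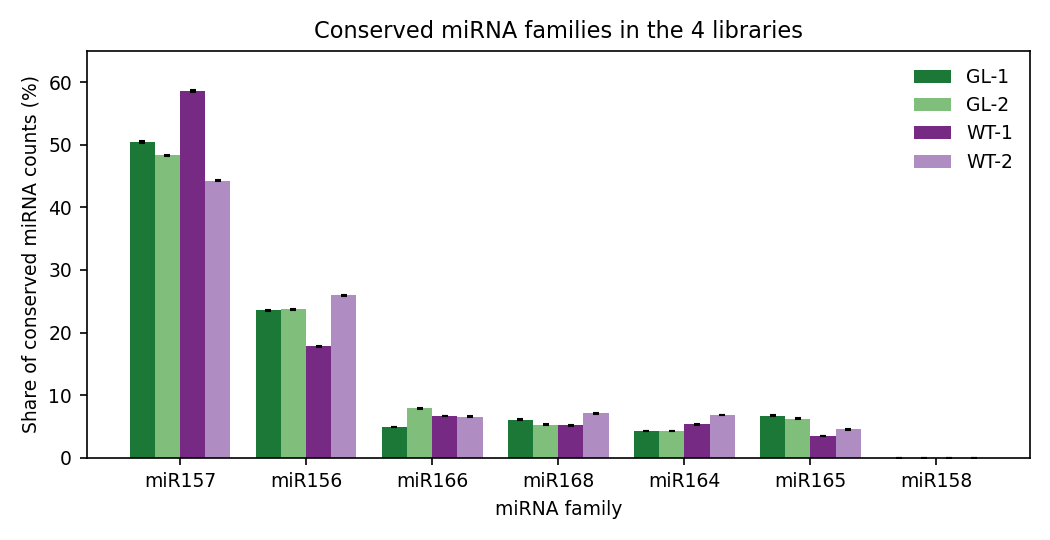
Share of the conserved miRNA counts (%) held by the 6 largest families and by miR158 in each library, with Wilson 95% confidence intervals as error bars. The miR157 bars lie between 44.2% and 58.6%, and the miR158 bars are close to 0, at 0.018% to 0.0287%.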

Among these conserved miRNA families, the three most-abundant miRNA families (reads ≥ 120,000) were of miR157, miR156, and miR158 (Supplementary Table S2). We also predicted novel miRNAs using MIREAP software to identify more miRNAs, which might exist in the four libraries. All the reads that were not annotated as known small RNAs, but mapped to the *B. napus* genome, were used to detect novel miRNAs. In these four libraries, 553 unique novel miRNAs (reads ≥ 10) were identified (Table 2). 

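The deposited lists held 12443 MIREAP-predicted entries. At least 10 counts in at least 1 library were found for 1956 of them, and 9802 entries had counts in exactly 1 library. The predicted entries formed 1609 distinct count patterns over the 4 libraries. When entries with identical counts were counted once, a choice made after the data were seen, 1021 had at least 10 counts in at least 1 library. With at least 10 counts summed over the 4 libraries, also chosen after the data were seen, the number was 2850. The number of predicted entries with at least 10 counts was 704 in GL-1, 931 in GL-2, 856 in WT-1 and 698 in WT-2.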

The number of common novel miRNAs in these four libraries was 52, which only constituted a small part of all the novel miRNAs. 

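Of the predicted entries, 380 had counts in all 4 libraries. At least 10 counts in all 4 were found for 291 entries, of which 133 were conserved and the others predicted. Among predicted entries with a mean of at least 20 counts over the libraries, 102 of 198 had 0 counts in at least 1 library. None of the 131 conserved entries with the same minimum had a 0 (Fisher's exact test, two-sided, p = 1.65e-29). Entries are not independent, because near-identical entries can share reads. Nov-miR-712, for example, had 2025 counts in GL-1, 0 in GL-2, 2728 in WT-1 and 0 in WT-2, and Nov-miR-869 had 0, 2217, 0 and 2473 in the same order.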

The number of unique novel miRNAs in these four libraries were 61 (GL-1), 139 (GL-2), 75 (WT-1), and 59 (WT-2), respectively (Fig. 3b).

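At least 10 counts in a single library and fewer than 10 in the others were found for 239 predicted entries in GL-1, 432 in GL-2, 331 in WT-1 and 232 in WT-2. Of these entries, 185 in GL-1, 297 in GL-2, 231 in WT-1 and 155 in WT-2 had 0 counts in each of the other libraries.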

**Figure 3:**
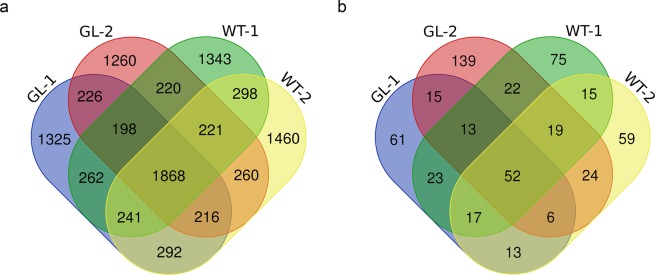
Overlap of reads mapped to known miRNAs and novel miRNAs in four libraries. **(a)** Statistics of known miRNA reads in four small RNA libraries. **(b)** Comparison of novel miRNAs in four small RNA libraries.

**Table 2:** The number of conserved and novel miRNAs in four libraries.

	Numbers
Known miRNAs	300
Known miRNA families	170
Brassica miRNAs	199
Brassica miRNA families	77
Novel-miRNAs	533

### Analysis of differentially expressed miRNAs

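Differential expression was tested on the deposited counts with edgeR's quasi-likelihood F test and TMM normalization. The 877 entries with at least 10 counts in at least 2 libraries, 155 conserved and 722 predicted, were fitted together, and the libraries held between 1032656 and 1469132 counts on them. By the paper's thresholds, an absolute log2 fold change of at least 1 and an unadjusted P under 0.05, 5 conserved entries were differentially expressed, 3 up-regulated and 2 down-regulated in the glossy mutant. An unadjusted P under 0.05 was found for 7 of the 155 conserved entries, and the smallest Benjamini-Hochberg adjusted p of edgeR's test was 0.503. DESeq2 on the same entries called 0 conserved entries, with 6 at an unadjusted P under 0.05. A fit of the conserved entries alone, added after the data were seen, had a common dispersion of 0.0881 in place of 1.42 and called 9 conserved entries, 3 up-regulated and 6 down-regulated. Its smallest adjusted p was 0.143 by edgeR's test. Its calls were the 5 of the joint fit and, all down-regulated, aly-miR165b-5p, ath-miR169d, ath-miR169e and ath-miR169g-5p. The replicate numbers are taken from the sample labels. With the replicate number as a block, 1 conserved entry was called, ath-miR408-5p. Across the 155 conserved entries, the deviations of same-numbered libraries had a correlation of -0.164. The crossed pairing of GL-1 with WT-2 and GL-2 with WT-1 was therefore added after the data were seen. Its correlation of 0.164 is by construction the same value with the sign changed, and not a second observation. The crossed correlation was 0.201 across the 291 entries with at least 10 counts in every library and -0.016 across all 877 tested entries. As a block, the crossed pairing also called 1 conserved entry. Entries are not independent replicates, and correlations across them describe these libraries.
The entries of the conserved miRNAs of Table 3 were found by family, letter and arm. The only miR408 entry of the 5p arm, ath-miR408-5p, stands for bna-miR408a-5p and bna-miR408b-5p. It had 31.1 ± 2.87 normalized CPM (SD, n = 2 libraries) in the glossy mutant and 5.53 ± 1.56 (SD, n = 2) in the wild type, a log2 fold change of 2.47 (standard error 0.45, adjusted p = 0.503 by edgeR's test). Its counts were 39, 35, 6 and 8 in GL-1, GL-2, WT-1 and WT-2, and the log2 fold change stayed between 2.21 and 2.78 with each library left out in turn. The entry of bna-miR165a-5p, ath-miR165a-5p, had 79.0 ± 2.44 normalized CPM (SD, n = 2) in the glossy mutant and 29.3 ± 10.1 (SD, n = 2) in the wild type, a log2 fold change of 1.43 (standard error 0.39, adjusted p = 0.503 by edgeR's test). With each library left out in turn it stayed between 1.11 and 1.83, and with the replicate number as a block it was 1.47 and no longer past the threshold. The entry aly-miR165a-5p had identical counts. The entry of bna-miR165b-5p, aly-miR165b-5p, had 24.1 ± 14.0 normalized CPM (SD, n = 2) in the glossy mutant and 51.8 ± 6.45 (SD, n = 2) in the wild type, a log2 fold change of -1.10 (standard error 0.58, adjusted p = 0.999 by edgeR's test). It ranged from -1.85 without GL-1 to -0.56 without GL-2. In the fit of the conserved entries alone it was -1.15 (adjusted p = 0.395 by edgeR's test), which passed the thresholds as down-regulated. The paper lists this miRNA as up-regulated, and its stem-loop qRT-PCR gave the same trend. The entry was matched by family, letter and arm, and its sequence is not given. It may therefore hold another sequence than that of bna-miR165b-5p. For ath-miR160a-3p the log2 fold change was 1.09 (standard error 0.45, adjusted p = 0.822 by edgeR's test), with counts of 55, 99, 47 and 31. The log2 fold change lay between 0.67 and 1.46 with each library left out in turn. It was past the thresholds with library sizes from column totals only, at 1.35. For bna-miR827a, the entry ath-miR827 had 12.2 ± 1.59 normalized CPM (SD, n = 2) in the glossy mutant and 22.3 ± 2.38 (SD, n = 2) in the wild type. Its log2 fold change was -0.87 (standard error 0.39, adjusted p = 0.944 by edgeR's test) and lay between -0.98 and -0.73 with each library left out in turn. Counts of hbr-miR482a were 20 in GL-2 and 0 in the other libraries, and counts of ath-miR398b-5p were 1 in GL-1, 1 in GL-2 and 0 in both wild-type libraries, so both entries fell below the count minimum. Without a filter, the log2 fold change was 6.33 for hbr-miR482a and 3.21 for ath-miR398b-5p (adjusted p = 0.638 for each by edgeR's test). The 2 conserved entries called as down-regulated were ath-miR169f-5p, with a log2 fold change of -1.61 (adjusted p = 0.543 by edgeR's test), and ath-miR399f, with -1.12 (adjusted p = 0.563 by edgeR's test). Neither was past the thresholds with DESeq2, with library sizes from column totals, with no filter, with edgeR's exact test or with either block. The paper proposes that bna-miR165a-5p might take part in wax biosynthesis through a putative target. Its basis is the expression of the miRNA and of the target, the target's homology to the Arabidopsis MAH1 gene, and the lower content of ketones and secondary alcohols in the mutant. For bna-miR827a it also uses cleavage of targets by 5′ RACE. Only the expression of the miRNAs was analysed here.

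**Figure D2:**
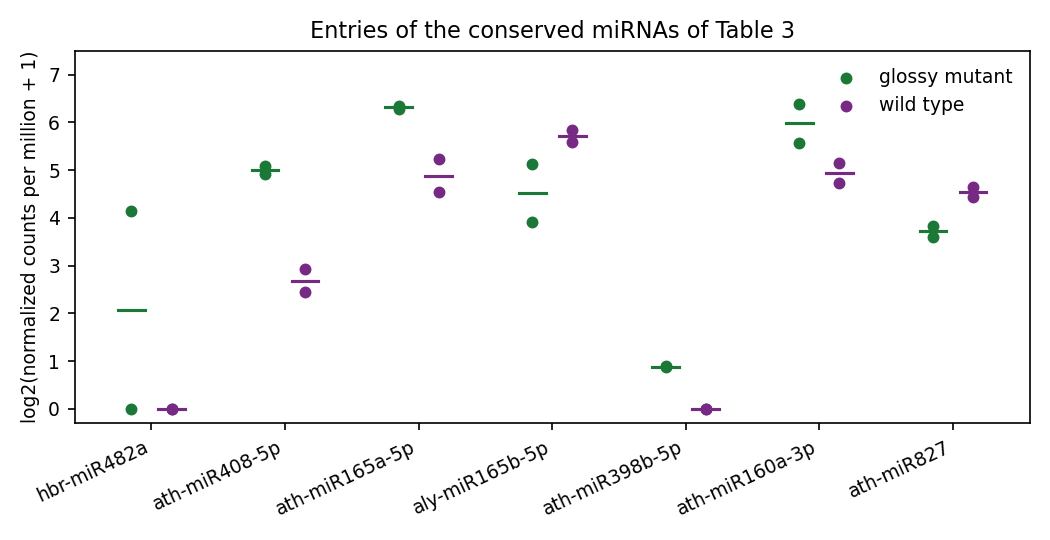
Normalized CPM on a log2 scale, with a pseudocount of 1, for the entries of the conserved miRNAs of Table 3, with 1 point per library and lines at the mean of the 2 libraries of each phenotype. Both glossy libraries lie above both wild-type libraries for ath-miR408-5p, ath-miR165a-5p, ath-miR398b-5p and ath-miR160a-3p, and below them for aly-miR165b-5p and ath-miR827.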

Among these 300 conserved miRNAs, eight were differentially expressed (|log_2_(Foldchange)| ≥ 1 and Statistical *P* < 0.05), including seven up-regulated miRNAs (bna-miR482a, bna-miR408a-5p, bna-miR408b-5p, bna-miR165a-5p, bna-miR165b-5p, bna-miR398-5p, and bna-miR160a-3p) and one down-regulated miRNA (bna-miR827a). These eight miRNAs belonged to six miRNA families. In addition, six novel miRNAs showed differentially expressed, with two up-regulated novel-miRNAs (bna-novel-miR1 and bna-novel-miR2) and four down-regulated novel-miRNAs (bna-novel-miR3, bna-novel-miR4, bna-novel-miR5, and bna-novel-miR6) (Fig. 4).

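The entries called in the joint fit were ath-miR408-5p, ath-miR165a-5p, aly-miR165a-5p, ath-miR169f-5p and ath-miR399f. In a fit in which entries with identical counts in all libraries were counted once, 3 conserved entries passed the thresholds, 2 up-regulated and 1 down-regulated.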

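In the same edgeR fit, 67 of the 722 predicted entries passed the paper's thresholds, 37 up-regulated and 30 down-regulated, and 70 had an unadjusted P under 0.05. The smallest adjusted p of edgeR's quasi-likelihood test was 0.503, and it depended on the test. At an adjusted p under 0.05, an alternative added for other fits after the data were seen, edgeR's exact test called 23 predicted entries (smallest adjusted p = 0.00025), DESeq2 called 1, Nov-miR-9741, as down-regulated (adjusted p = 0.000431), and edgeR's quasi-likelihood test without a filter called 48, 22 up-regulated and 26 down-regulated (smallest adjusted p = 1.63e-12, for Nov-miR-9741). Of the 67 entries, 66 had 0 counts in both libraries of 1 phenotype. The exception was Nov-miR-7999, with 853 counts in GL-1, 1558 in GL-2, 556 in WT-1 and 437 in WT-2 and a log2 fold change of 1.39. The smallest unadjusted P of an up-regulated predicted entry was that of Nov-miR-4213, with 28 counts in GL-1, 42 in GL-2 and 0 in both wild-type libraries, a log2 fold change of 8.19 (standard error 0.82, adjusted p = 0.503 by edgeR's test). Nov-miR-10371, Nov-miR-9340 and Nov-miR-8188 followed, with log2 fold changes of 7.84, 7.76 and 7.55. The smallest of a down-regulated entry was that of Nov-miR-9741, with 133 counts in WT-1, 138 in WT-2 and 0 in both glossy libraries, a log2 fold change of -10.04 (standard error 0.53, adjusted p = 0.503 by edgeR's test). Nov-miR-6325, Nov-miR-3883, Nov-miR-6942 and Nov-miR-951 followed, with log2 fold changes of -9.07, -8.67, -8.83 and -8.11. Divided in the 2 other ways into pairs of libraries, the predicted entries with at least 10 counts in both libraries of a pair and 0 in both others numbered 78 and 75, against 66 for the division by phenotype. Without a filter on low counts, the alternative that raised the number of calls most, 261 predicted entries were called, and with the replicate number as a block there were 7. The numbering of the predicted entries does not give the names or sequences under which the paper lists them.

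**Figure D3:**
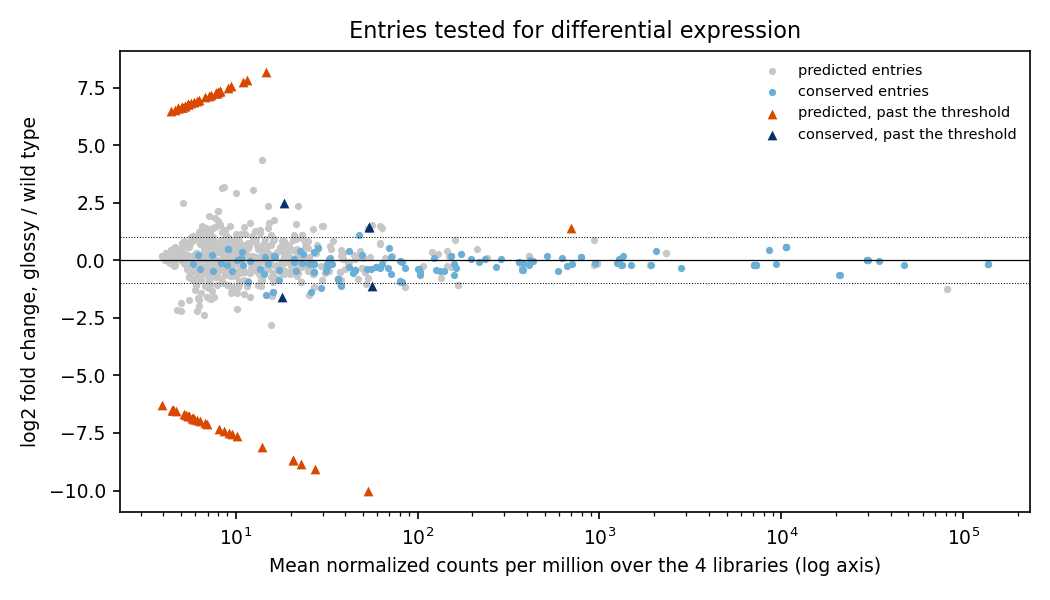
Log2 fold change of the glossy mutant against the wild type for the 877 tested entries, against the mean normalized CPM over the 4 libraries on a log axis. Triangles mark the 5 conserved and 67 predicted entries past the thresholds, and dotted lines mark log2 fold changes of 1 and -1.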

**Figure 4:**
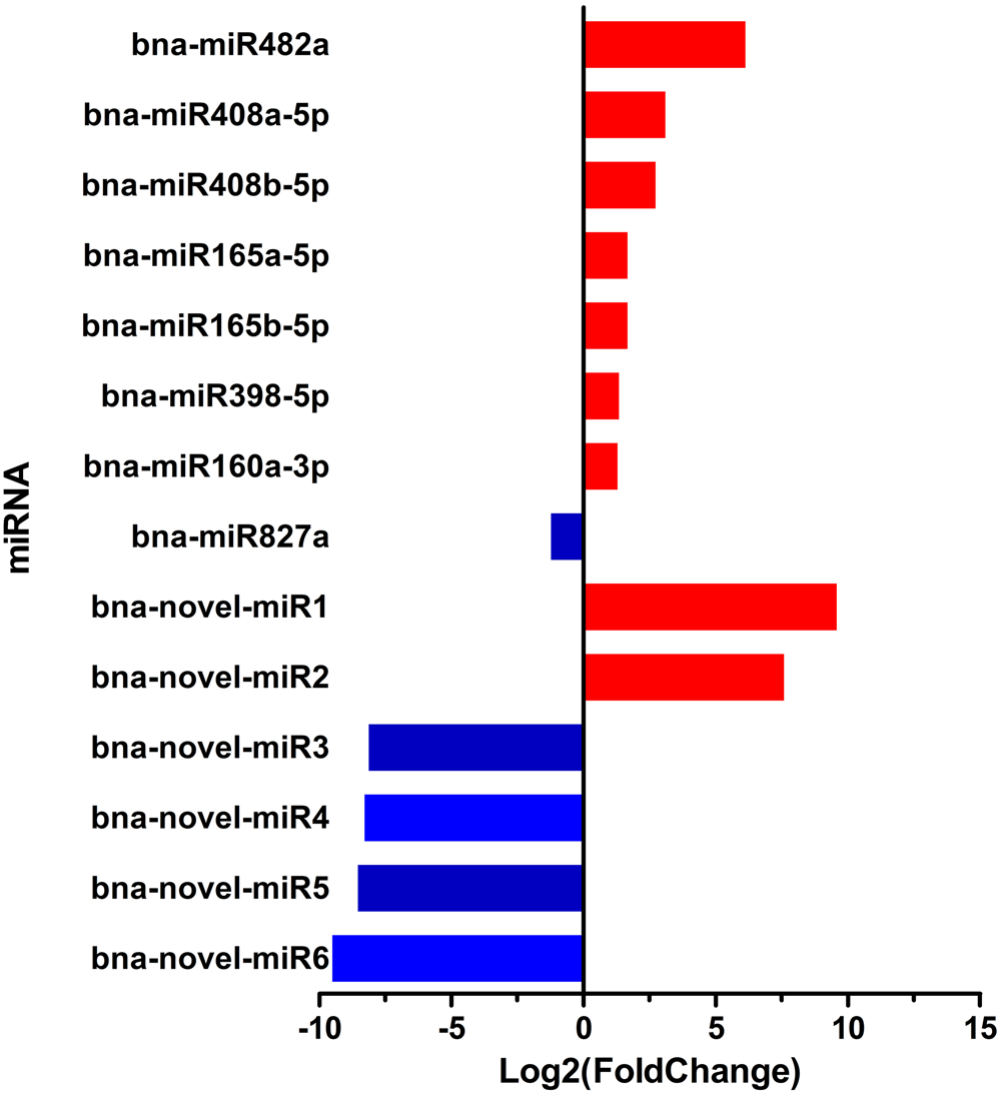
Differentially-expressed miRNAs in four libraries. The red columns represent up-regulation and the blue columns represent down-regulation. The x-axis represents log_2_(Fold change).

Subsequently, we analyzed the sequence of these differentially expressed miRNAs. The sequence of bna-miR408a-5p was similar to that of bna-miR408b-5p, with one adenine lacking at the 5ʹ end and one additional guanine at the 3ʹ end. 

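In an ungapped alignment, bna-miR408a-5p (CAGGGAACAAGCAGAGCAUGG) and bna-miR408b-5p (ACAGGGAACAAGCAGAGCAUG) of Table 3 are both 21 nt long and identical over 20 nt, with 1 extra base at the 5′ end of bna-miR408b-5p and 1 at the 3′ end of bna-miR408a-5p. The deposited lists hold a single miR408 entry of this arm, with 39, 35, 6 and 8 counts in GL-1, GL-2, WT-1 and WT-2, so counts of the 2 sequences could not be told apart.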

Compared to that of bna-miR165a-5p, the sequence of bna-miR165b-5p contained only one additional guanine at the 5ʹ end (Table 3). 

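The sequence of bna-miR165a-5p (GAAUGUUGUCUGGAUCGAGG) is 20 nt long and lies whole within the 21 nt of bna-miR165b-5p (GGAAUGUUGUCUGGAUCGAGG), with 1 extra base at the 5′ end of the latter. The entry ath-miR165a-5p had 95, 93, 30 and 44 counts in GL-1, GL-2, WT-1 and WT-2, and aly-miR165b-5p had 40, 17, 64 and 68. How the authors' counting divided reads between the near-identical sequences is not stated in the paper's text, so the counts of each are uncertain.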

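Aligned antiparallel, bna-miR408b-5p and its mature strand of Supplementary Table S3 overlapped over 20 nt, with 16 Watson-Crick pairs, 0 G-U pairs and 4 unpaired positions. The overlap was 19 nt for the other 3 miRNAs, with 13 Watson-Crick and 2 G-U pairs for bna-miR165b-5p, 14 and 3 for bna-miR160a-3p, and 15 and 1 for bna-miR398-5p. For miR408, the ratio of complementary to mature strand counts was 4.31 ± 2.16 (SD, n = 2 libraries) in the glossy mutant and 3.80 ± 3.11 (SD, n = 2) in the wild type (exact two-sided permutation test, p = 1.0). It rests on only 14, 6, 1 and 5 counts of the mature strand in GL-1, GL-2, WT-1 and WT-2. In the wild type it was 6.0 in WT-1 and 1.6 in WT-2. With a pseudocount of 1 it was 3.9 in the glossy mutant and 2.5 in the wild type. For miR165, it was 0.00183 ± 0.000794 (SD, n = 2) in the glossy mutant and 0.00613 ± 0.000117 (SD, n = 2) in the wild type (exact two-sided permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). Summed over all miR165 entries of each arm, it was 0.0048 in the glossy mutant and 0.00433 in the wild type, but this sum takes in both ath-miR165a-5p and aly-miR165a-5p, which have identical counts. With identical counts counted once, an alternative added after the data were seen, it was 0.00406 and 0.00478. For ath-miR165a-5p over ath-miR165a-3p, also added after the data were seen, the ratio was 0.00629 ± 0.000881 (SD, n = 2) in the glossy mutant and 0.00343 ± 0.000835 (SD, n = 2) in the wild type (exact two-sided permutation test, p = 0.333), the opposite order. For miR160, it was 2.69 ± 1.20 (SD, n = 2) in the glossy mutant and 1.28 ± 0.744 (SD, n = 2) in the wild type (exact two-sided permutation test, p = 0.333). For miR398, the complementary strand had 1 count in each glossy library and 0 in each wild-type library, and the mature strand had 2, 0, 1 and 3 counts in GL-1, GL-2, WT-1 and WT-2, so no mean ratio was computed.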

After comparing the sequence of these differentially expressed miRNAs with that of the reported miRNAs, we found that bna-miR408b-5p, bna-miR165b-5p, bna-miR160a-3p, and bna-miR398-5p were all complementary to their mature strands (Table 3, Supplementary Table S3).

**Table 3:** The sequence of differentially expressed miRNAs.

miRNA	Sequence
bna-miR482a	AGAUGGGUGGCUGGGCAAGAAG
bna-miR408a-5p	CAGGGAACAAGCAGAGCAUGG
bna-miR408b-5p	ACAGGGAACAAGCAGAGCAUG
bna-miR165a-5p	GAAUGUUGUCUGGAUCGAGG
bna-miR165b-5p	GGAAUGUUGUCUGGAUCGAGG
bna-miR398-5p	GGGUCGACAUGAGAACACAUG
bna-miR160a-3p	GCGUAUGAGGAGCCAUGCAUA
bna-miR827a	UUAGAUGACCAUCAACAAACA
bna-novel-miR1	AGACUGGAGUAGUGAAAUGAUGG
bna-novel-miR2	AGAGUUGAUCGACUGACUCCA
bna-novel-miR3	AGGCAGUUGUAUCUUGGGAUUCUU
bna-novel-miR4	GUGGGGUGAUCCGGCGACCGUGGU
bna-novel-miR5	ACUACUGUAGUAGCGUCGAUCGAC
bna-novel-miR6	GCAGUCGGCGAAACUUGCGUGGGC

### Validation of differentially expressed miRNAs

To confirm the results of small RNAs sequencing experiment, total RNA extracted from glossy and waxy stems was subjected to stem-loop qRT-PCR. In total, we examined the expression of seven up-regulated conserved miRNAs (bna-miR482a, bna-miR408a-5p, bna-miR408b-5p, bna-miR165a-5p, bna-miR165b-5p, bna-miR398-5p, and bna-miR160-3p), one down-regulated miRNA (bna-miR827a), and two novel-miRNAs (bna-novel-miR1 and bna-novel-miR2). All the above miRNAs had consistent expression trends with the sequencing data, even though the differential expression levels were not equal. 

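In the sequencing counts, the entry hbr-miR482a had 0 counts in GL-1, 20 in GL-2 and 0 in WT-1 and WT-2. The fold change by edgeR without a filter on low counts was 80.5, with an adjusted p = 0.638. With DESeq2 on the unfiltered counts, an alternative added after the data were seen, it was 56.9. Without GL-2 no library held a count of this entry. With 0 counts in both wild-type libraries, these fold changes depend on the fit.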

In the stem-loop qRT-PCR experiments, the expression level of bna-miR482a in the glossy mutant was approximately four times higher, compared to the wild type, whereas the expression level estimated by sequencing changed by approximately twelve times (Fig. 5).

**Figure 5:**
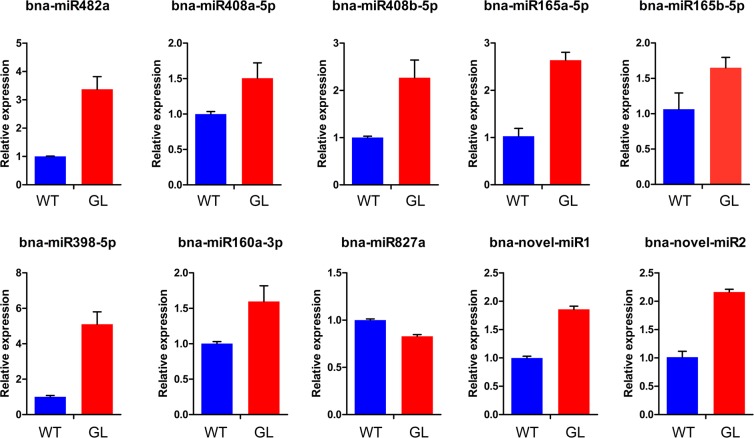
Validation of differentially-expressed miRNAs by stem-loop qRT-PCR. The bars indicate standard error (SE) of the mean (*n* = 3).

### Target prediction of different expressed miRNAs

In order to analyze the function of differentially expressed miRNAs, we used the psRNATarget (http://plantgrn.noble.org/psRNATarget/analysis) software to identify putative target genes. As a result, 10 genes were identified as the potential targets of four differentially-expressed conserved miRNAs. These potential targets included peptide chain release factor 1, leucine-rich repeat protein kinase, *CYP96A2*, tonoplast monosaccharide transporter 3 and SPX domain-containing protein (*NAL*). Except for bna-miR827a targets, the rest of the predicted genes were all novel putative targets of these conserved miRNAs in *B. napus*. As for the novel miRNAs, only bna-novel-miR2 and bna-novel-miR3 had predicted target genes. *BnaC07g31010D*, encoding a zinc ion-binding protein, was the predicted target of bna-novel-miR2. Bna-novel-miR3 was predicted to target three genes with two of them being proteins of unknown function (Table 4).

**Table 4:** Functional annotation of predicted target genes of differentially-expressed miRNAs.

miRNA	Target gene	*A. thaliana* homologous gene	Target site^a^		Target gene description
			Start	End	
Bna-miR408a-5p	BnaC04g00470D	AT2G47020	1519	1539	Peptide chain release factor 1
	BnaC09g28020D	AT5G51560	2248	2268	Leucine-rich repeat protein kinase family
Bna-miR165a-5p	BnaC01g28580D	—	134	153	Protein of unknown function
	BnaA06g40560D	AT4G32170	293	313	CYP96A2
Bna-miR160a-3p	BnaA09g32040D	AT3G51490	1492	1512	Tonoplast monosaccharide transporter 3
	BnaC08g22860D	AT3G51490	1528	1548	Tonoplast monosaccharide transporter 3
Bna-miR827a	BnaC08g45940D	AT1G02860	95	115	SPX (SYG1/Pho81/XPR1) domain-containing protein
	BnaA09g51130D	AT1G02860	79	99	SPX (SYG1/Pho81/XPR1) domain-containing protein
	BnaA10g01450D	AT1G02860	32	52	SPX (SYG1/Pho81/XPR1) domain-containing protein
	BnaC05g01480D	AT1G02860	160	180	SPX (SYG1/Pho81/XPR1) domain-containing protein
Bna-novel-miR2	BnaC07g31010D	AT5G61120	91	113	Zinc ion-binding protein
Bna-novel-miR3	BnaC08g08850D	AT4G13780	15	38	Methionine–tRNA ligase
	BnaC04g33280D	AT2G21720	2720	2743	Protein of unknown function
	BnaC04g08980D	—	462	485	Protein of unknown function

^a^Nucleotides to the 5′ end.

### Experimental validation of predicted targets and their expression profiling

To identify the cleavage products of the predicted target genes in *B.napus*, 5′ RACE experiments were performed. As a result, the cleavage sites of *BnaC08g45950D* and *BnaA10g01450D* were precisely mapped from the 10^th^ position of the complement of bna-miR827a 5′ end. Surprisingly, although *BnaC05g01480D* could be cleaved by bna-miR827a, the cutting site was not conserved. We have detected three different cleavage products of *BnaC05g01480D*, and the breakpoints were at the 9^th^, 14^th^, and 16^th^ positions of bna-miR827a, respectively (Fig. 6). Unfortunately, no other target genes could be detected to be cleaved by their corresponding miRNAs.

**Figure 6:**
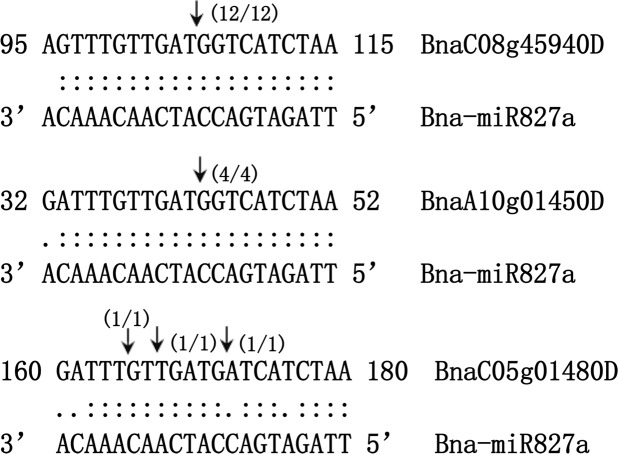
The verified cutting sites of bna-miR827a on its target genes by 5′ RACE in *Brassica napus*. *BnaC08g45950D*, *BnaA10g01450D* and *BnaC05g01480D* genes are the predicted targets of bna-miR827a. The cleavage sites of *BnaC08g45950D* and *BnaA10g01450D* are precisely mapped from the 10^th^ position of the complement of bna-miR827a 5′ end. Three different breakpoints on *BnaC05g01480D* were detected by 5′ RACE, which are broken at the 9^th^, 14^th^, and 16^th^ position from bna-miR827a 5′ end, respectively.

In order to further assess the effects of miRNAs on predicted target genes in mutant and wild-type samples, qRT-PCR was employed to analyze the expression of these genes with the expectation that targets would be negatively regulated by corresponding miRNAs. The expression levels of fourteen predicted target genes were compared between glossy stem and wild-type stem. One up-regulated miRNA, Bna-miR165a-5p, was predicted to target two genes in rapeseed, *BnaC01g28580D* and *BnaA06g40560D*. Through qRT-PCR detection, we found that *BnaA06g40560D* was down-regulated in glossy mutant. Meanwhile, the decreased expression of bna-miR827a in the mutant samples might have reduced cleavage of its targets, as the expression pattern of *BnaC08g45940D*,*BnaA09g51130D*, *BnaA10g01450D* and *BnaC05g01480D* genes negatively correlated with the expression of bna-miR827a. Similarly, the down-regulation of bna-novel-miR3 correlated with the up-regulation of the predicted target *BnaC04g08980D* in the glossy mutant (Fig. 7). The relative expression levels of the rest eight genes did not show opposite tendency with their corresponding miRNAs (Supplementary Fig. 1).

**Figure 7:**
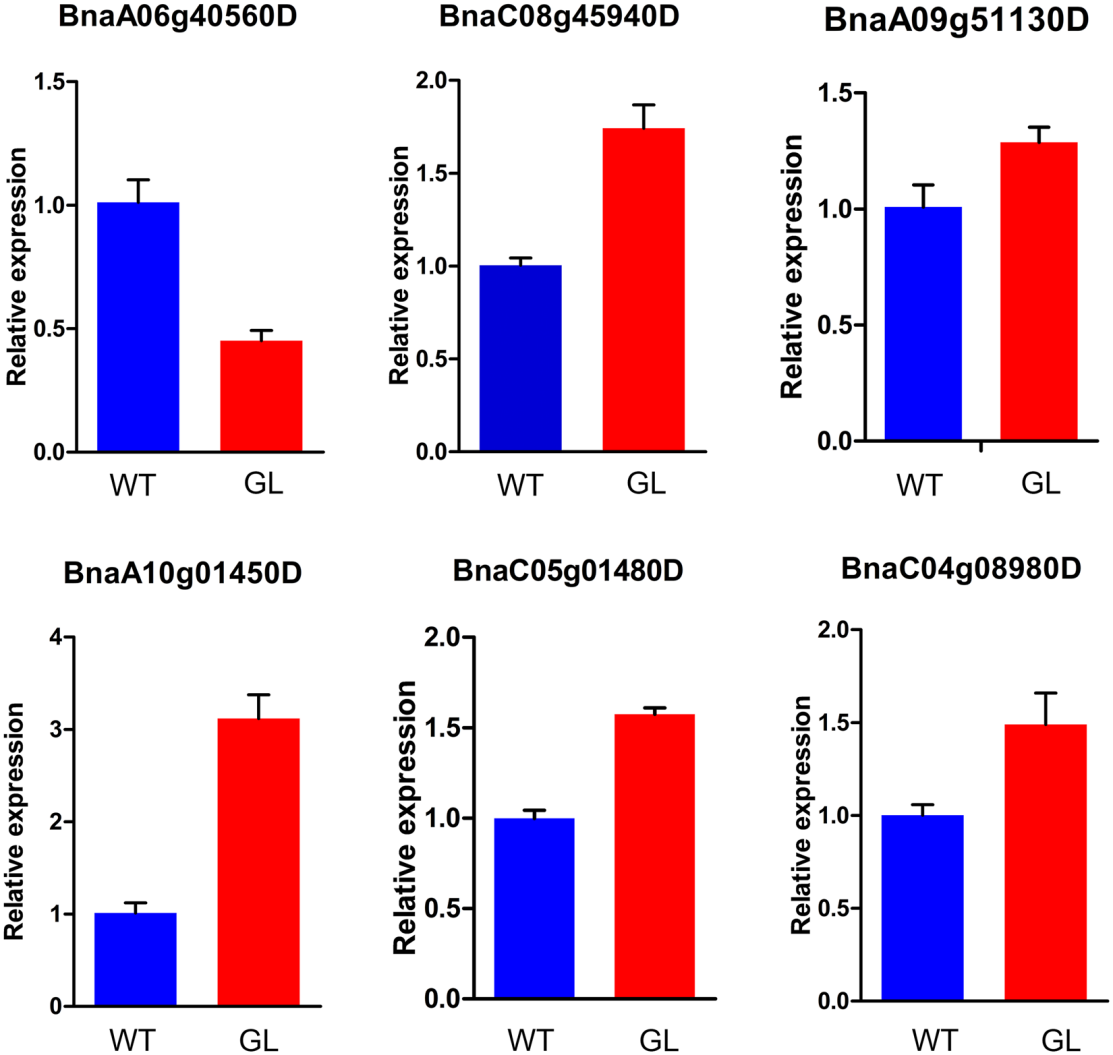
Relative expression level change of predicted target genes verified by qRT-PCR in wild-type and mutant plants. The bars indicate SE of the mean.

## Discussion

The wax-deficient mutant used in this research showed glossy phenotype during the whole growth period and was easily detectable with naked eyes. In *Arabidopsis*, the epidermis of stems is covered by different types of wax crystals, such as rods, filaments, tubes and plates^6^. Cryo-SEM showed that there were almost no classic wax crystals the stems of mutant (Fig. 1). Transmission electron microscopy (TEM) and Toluidine Blue stain experiments have proved that the cuticle structure of mutant leaf and stem was destroyed^35^. In recent years, several cuticle-related genes have been cloned in genus *Brassica* by forward genetic approaches, including *Brcer1* in non-heading Chinese cabbage^38^, *Cgl1* (*CER1*) and *Cgl2* (*CER4*) in *Brassica oleracea*^39,40^. However, all of these glossy phenotypes were recessive mutants, different from our dominant mutant.

miRNA are post-transcriptional regulators of gene expression through repressing translation or directing degradation of their target mRNAs, which have been found in all plants and animals^41^. *B.napus* is one of the major edible oil crops worldwide, and the genome sequence is now available^34^. To identify wax-related miRNAs in *B.napus*, four small RNA libraries were constructed and sequenced. A total of 43,840,451 clean reads were obtained and those unannotated reads were mapped to conserved miRNAs of all plants in miRBase 21.0 database. Subsequently, we identified 300 conserved miRNAs in total and eight of them showed differential expression (Table 2, Fig. 2). To our surprise, bna-miR408b-5p, bna-miR165b-5p, bna-miR160-3p and bna-miR398-5p were all complementary strands of corresponding mature miRNAs published previously (Table 3, Supplementary Table S3).

The function of mature strands of these different-expressed miRNAs have been reported in *Arabidopsis*. miR408 is reported to target six genes (*CUPREDOXIN*, *UCC2*, *LAC3*, *PLANTACYANIN*, *LAC12* and *LAC13*) in *Arabidopsis* and to play important roles in response to senescence, low copper and other abiotic stresses^42–44^. miR165 is a relatively abundant miRNA in *Arabidopsis*. It regulates several HD-ZIP III transcriptional factors to determine the cell fate of adaxial–abaxial patterning in leaf tissues and xylem differentiation in root stele tissues^45^. In *Arabidopsis*, miR160 targets three *AUXIN RESPONSE FACTORS* (*ARF16*, *ARF17* and *ARF10*) to regulate the development of root, leaf, and flower organs, seed germination, and post-germination changes^46^. In addition, miR160 is also a significant signaling element that maintains the stage-specific auxin/cytokinin balance to direct proper nodule formation and maturation in soybean^47^. In terms of stress response, miR398 plays important roles in response to senescence, oxidative stress, low copper and heat stress^48,49^. According to our results, we hypothesized that these differentially-expressed complementary strands detected in our research in glossy mutant might have different functions from their corresponding conserved strands.

In general, during miRNA biogenesis, only one miRNA strand (also named as mature miRNA) is loaded onto an AGO protein to form RISC complex, while a complementary strand (also named as passenger strand) is subsequently degraded^50,51^. However, in *Arabidopsis*, there are ten AGO proteins in total. Each AGO complex recruits one or two kinds of small RNAs with specific 5ʹ-terminal nucleotide. miR319 and miR393b with U at 5ʹ end are incorporated into the AGO1 complex while their complementary strands with 5ʹ-terminal A are loaded onto AGO2^52^. In *Drosophila*, AGO1 preferentially loads miRNA strand to regulate target gene expression, whereas AGO2 often recruits the miRNA complementary strand. This indicates that each miRNA precursor generates two mature small RNA strands. These two strands participate in different RNAi pathways, which further implicates that miRNA complementary strands also have significant regulatory function^12,53^. In *B. napus*, the complementary strands of miR160, miR171b, and miR408 showed extremely high expression levels compared to their mature miRNA strands, and the complementary strand of miR408 might have some function in fatty acid biosynthesis^27^. All the above studies indicated that miRNA complementary strands also participate in the post-transcriptional regulation of gene expression.

One of the predicted target genes of bna-miR165a-5p was *BnaA06g40560D*. The CDS of *BnaA06g40560D* (1557 bp) contains only one exon. It encodes a protein containing 518 amino acids (Supplementary Fig. 2A). Subsequently, we searched the possible conserved domains existed in the protein sequence of *BnaA06g40560D* in NCBI website (https://www.ncbi.nlm.nih.gov/cdd). The protein sequence of *BnaA06g40560D* contains the conserved domain of P450 superfamily (Supplementary Fig. 2B). The CDS of *BnaA06g40560D* was then submitted to NCBI to search the homologous genes in other plants (https://blast.ncbi.nlm.nih.gov/Blast.cgi). *AT1G57750* is the homologous gene of *BnaA06g40560D* in *Arabidopsis*. The protein sequence of *BnaA06g40560D* is 76% identical to the *AT1G57750* amino acids. *AT1G57750* is a member of the CYP96A family. It encodes a mid-chain-hydroxylase1 enzyme (MAH1) and is involved in the biosynthesis of secondary alcohols and ketones. The mutant of *mah1* resulted in lower levels of secondary alcohols and ketones, while with increased alkane amount in *Arabidopsis*^8^. In our previous study, wax compositional analysis found that ketones and secondary alcohol content severely decreased in our glossy rapeseed mutant, indicating that ketones and secondary alcohol biosynthesis-related genes might be down-regulated^35^. As *BnaA06g40560D is* the homolog of *AT1G57750*, we speculated that *BnaA06g40560D* might participate in the biosynthesis of ketones and secondary alcohol in *B. napus*. In our research, qRT-PCR data also confirmed that the expression level of *BnaA06g40560D* decreased in glossy mutant. We, therefore, hypothesized that the up-regulation of bna-miR165a-5p repressed the expression of *BnaA06g40560D*, thereby leading to the decrease of secondary alcohol and ketone content. The function of bna-miR165a-5p and *BnaA06g40560D* need to be further investigated in rapeseed. miR827 was another interesting miRNA, which was down-regulated in our wax-deficient material. The development of plants is influenced by many environmental factors, such as nutrient availability, drought stress and biotic attack. miR827 was reported to drive different functions in response to environmental stresses. In *Arabidopsis* and rice (*Oryza sativa*), miR827 is upregulated under Pi deficiency stress^54,55^. In most angiosperms, miR827 conservatively targets *PHT5* homologs, but in *Brassicaceae* and *Cleomaceae* it preferentially targets *NLA* homologs^56^. *NLA* is the target of miR827 in *Arabidopsis*. It encodes a plasma-membrane-associated RING-type ubiquitin E3 ligase with an N-terminal SPX domain and controls Pi acquisition by ubiquitinating PHOSPHATE TRANSPORTER 1 (PHT1) family members^54,57^. However, in rice, miR827 targets two members of the PHOSPHATE TRANSPORTER 5 (*PHT5*) family, which function as Pi storage or remobilization^55,58^. Besides the function related to Pi utilization, miR827 also mediates plant susceptibility to *Heterodera schachtii* in *Arabidopsis*^59^. In addition, in barley, over-expression of Hv-miR827 could enhance drought tolerance^60^. These results indicate that miR827 is a factor in response to many environmental changes. In our previous study, we found that the glossy mutant showed higher water-loss rates when compared with wild-type materials^35^. Wax-deficiency on leaves and stems results in increased sensitivity to drought stress in glossy mutant. We suppose that the expression of many genes, especially those related to environmental stresses, may be influenced in glossy mutant. miR827 might be one of important miRNAs which showed down-regulation due to wax deficiency in rapeseed. In our research, 5′ RACE experiments showed that miR827 could cleave three NLA genes (*BnaC08g45940D*, *BnaA10g01450D*, and *BnaC05g01480D*). The relative expression levels of these three target genes were up-regulated in the glossy mutant samples. We hypothesized that down-regulation of miR827 was due to the wax-deficiency of the mutant samples, but the relationship and mechanism regarding wax biosynthesis and miR827 expression need to be further studied.

In conclusion, for the first time, we found that bna-miR165a-5p seems to participate in the wax biosynthesis process by regulating its putative target *BnaA06g40560D*. The expression level of a Pi-related miRNA, bna-miR827a, and its target genes were affected in wax-deficient rapeseeds. In future studies, it will be interesting to investigate the function of bna-miR165a-5p and bna-miR827a in *Brassica napus*.

## Materials and Methods

### Plant materials and sample collection

The wax-deficient rapeseed material (*Brassica napus* L. P4) was backcrossed with a wild-type material (NO. 2127) to develop a BC_5_ population, which was cultivated in the experimental field in Huazhong Agricultural University (Wuhan, Hubei Province, China). P4 is a natural mutation material discovered in the field of Chengdu Academy of Agriculture and Forestry Science, whereas NO. 2127 is a resynthesized *B. napus* line with intact cuticle structure. The wild-type material (NO. 2127) was used to cross with glossy material (P4) to generate F_1_ individuals. All of the F_1_ individuals showed glossy phenotype, indicating that the glossy trait was dominant. The stem epidermis from six independent individuals of glossy progeny and six independent individuals of waxy progeny were peeled at four weeks after cultivation. These harvested materials were stored in liquid nitrogen for subsequent RNA isolation.

### RNA extraction and library construction

Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. RNA quality and quantity were measured with the NanoDrop 2000 (Thermo Scientific, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Agient, Santa Clara, CA, USA). After RNA being extracted, equal quantities of three glossy or wild-type RNA samples were pooled and named GL-1, GL-2, WT-1, and WT-2, respectively. For each phenotype, two biological replicates were sequenced for further analysis.

The small RNA library construction was carried out according to the following steps. Firstly, 18–30 nt small RNAs were isolated from four total RNA libraries by size fractionation with 15% polyacrylamide gel, and ligated with 5ʹ- and 3ʹ-RNA adapters. Secondly, reverse-transcription PCR using Super-Script II Reverse Transcriptase was used to create cDNA constructs based on two adapters, followed by PCR amplification. Finally, the PCR products were purified and sequenced by Illumina Hiseq 2000 (Beijing Genomics Institute, Shenzhen, China).

### Small RNA sequencing data analysis

After small RNA sequencing, the raw reads were filtered to remove low-quality reads, adaptor sequences, <18 nt and >30 nt reads, and other containments using the Fastx-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). Thereafter, the clean reads were blasted using Rfam database (10.1) and the GenBank noncoding RNA database to remove ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), repeat sequences, and other non-coding RNAs (ncRNAs). The remaining high-quality reads were aligned to *B. napus* genome (http://www.genoscope.cns.fr/brassicanapus/) with SOAP software (http://soap.genomics.org.cn/), and then those perfect-matched reads were submitted to the miRBase 21.0 (http://www.mirbase.org) database to identify known miRNAs with a criteria for two nucleotide mismatches in all plant miRNAs.

The remaining reads not identified as conserved miRNAs were used to predict novel miRNAs. We mapped these novel reads to reference genome to find their flanking sequences and folded the regions to a hairpin structure between the mature miRNA-5p and miRNA-3p sequence on the opposite hairpin arm. The novel miRNAs satisfied the following criteria: the hairpin structure had free energy lower than −18 kcal mol^−1^; the space between 5p and 3p miRNA sequences was less than 300 nt; the space between 5p and 3p miRNA sequences was more than 16 matched nucleotides and the number of nucleotide bulges between 5p and 3p miRNAs fewer than four; the miRNA-5p/miRNA-3p duplex was less than one, with a 2 nt 3′ overhang.

### Analysis of differentially-expressed miRNAs and target genes

The expression level of each miRNA was normalized using fragments per kilobase million (FPKM) methods. Thereafter, DESeq package in R was used to identify differentially expressed miRNAs between the glossy and wild-type libraries. The differentially-expressed miRNAs should satisfy the following criteria: |log_2_(foldchange)| ≥ 1 and Statistical *P* < 0.05. Mostly, the target sites on target genes have sequence complement character with corresponding miRNA sequence^12^. Those up-and down-regulated miRNA sequences were submitted to the target prediction website (http://plantgrn.noble.org/psRNATarget/analysis), in order to identify potential target genes in *B. napus*. Subsequently, these predicted target genes in rapeseed were annotated according to corresponding homologous genes in *Arabidopsis*, using the TAIR website (http://www.arabidopsis.org/index.jsp).

### 5′-rapid amplification of cDNA ends (5′ RACE)

The SMARTer RACE 5′/3′ Kit (Clontech) was used to verify the precise cleavage sites of predicted target genes, following the manufacturer’s instructions. Briefly, two antisense gene-specific primers (GSPs) were designed according to the gene sequences. Then, samples with 5 μg of high quality total RNAs were prepared for further reverse transcription reactions. Subsequently, two nested GSPs and a universal primer mix (UPM) were used for each amplification of 5′ end cDNAs. The positive 5′ RACE amplification products were gel-purified and cloned into the PMD18-T vector for sequencing. For each gene, at least 10 independent clones were sequenced. All the primers used in this experiment are listed in Supplementary Table S4.

### Verification of miRNA and target gene expression by stem-loop qRT-PCR and qRT-PCR

The stem-loop qRT-PCR method was used to verify the expression levels of miRNAs according to previously reported procedures^50^. In the stem-loop qRT-PCR experiments, 2 μl total RNA was used to synthesize cDNA using the First Strand cDNA Synthesis Kit (Thermo Scientific, Lithuania, EU) with stem-loop reverse transcript (RT) primers and oligo (dT)_18_ primers. Differentially-expressed miRNAs were validated using SYBR Green II (Toyobo, Osaka, Japan) by a Bio-Rad CFX96 according to the manufacturer’s protocol. PCR was performed using 8.4 μl of 20 × diluted cDNA products, 10 μl 2× SYBR Green II buffer, and 0.8 μl forward and reverse primers (10 μM) in each 20 μl system. For each miRNA, a specific forward primer (FP) and a universal primer (UP) was used in PCR. *BnActin* gene was used as internal control for each reaction. The reactions were performed at 95 °C for 10 s, followed by 45 cycles of 5 s at 95 °C, 10 s at 60 °C, and 30 s at 72 °C, and 10 s at 95 °C. All reactions were performed in three independent experiments. The relative expression levels were calculated using the 2 delta-delta Ct method^61,62^. The same cDNA samples were used for examination of relative expression level of predicted target genes. For each phenotype, we manually collected stems from three individuals to test the expression of small RNAs and target genes. Primers used in this step were listed in Supplementary Table S5.

## Supplementary information

Supplementary tables

Supplementary figures

## Data Availability

The datasets generated during the current study are included in this published article and its supplementary information files. The sequencing raw data from this study are available in Gene Expression Omnibus (GEO) repository with the accession number GSE115073 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115073).

# Supplementary material for: Differential expression of miRNAs and their targets in wax-deficient rapeseed
**Source:** Sci Rep. 2019 Aug 21;9:12201. doi: 10.1038/s41598-019-48439-z
**Supplement:** Supplementary file 1 — Supplementary tables

## Supplementary tables

### Title

Differential expression of miRNAs and their targets in wax-deficient rapeseed

Tingting Liu<sup>1</sup>, Jingquan Tang<sup>1</sup>, Li Chen<sup>1</sup>, Jiayue Zeng<sup>1</sup>, Jing Wen<sup>1</sup>, Bin Yi<sup>1</sup>, Chaozhi Ma<sup>1</sup>, Jinxing Tu<sup>1</sup>, Tingdong Fu<sup>1</sup>, Jinxiong Shen<sup>1\*</sup>

# SUPPLEMENTARY TABLE S1

The number and percentage of unannotated reads mapped to *Brassica napus* genome

| Samples | Unannotated reads | Mapped<br>reads | Mapped<br>Percentage | Unmapped<br>reads | Unmapped<br>Percentage |
|---------|-------------------|-----------------|----------------------|-------------------|------------------------|
| GL-1    | 6847222           | 3011671         | 44.00%               | 3835551           | 56.00%                 |
| GL-2    | 7844280           | 3471579         | 44.30%               | 4372701           | 55.70%                 |
| WT-1    | 8226267           | 3676372         | 44.70%               | 4549895           | 55.30%                 |
| WT-2    | 7174815           | 3197561         | 44.60%               | 3977254           | 55.40%                 |

SUPPLEMENTARY TABLE S2

The reads number of top three conserved miRNAs detected in four libraries

|                | GL-1         | GL-2         | WT-1         | WT-2         |
|----------------|--------------|--------------|--------------|--------------|
| miRNA ID       | reads number | reads number | reads number | reads number |
| aly-miR157c-5p | 168249       | 138997       | 236193       | 182972       |
| ptc-miR156h    | 168229       | 138993       | 236165       | 142245       |
| gma-miR156e    | 168225       | 138993       | 236162       | 142241       |
| cca-miR156c    | 168224       | 138991       | 236162       | 142240       |
| nta-miR156j    | 168200       | 138950       | 236116       | 142239       |
| sly-miR156a    | 168185       | 138945       | 236088       | 142198       |
| nta-miR156i    | 168180       | 138923       | 236082       | 142174       |
| mtr-miR156f    | 166723       | 138010       | 234311       | 142174       |
| atr-miR156a    | 166722       | 138008       | 234309       | 141391       |
| lus-miR156b    | 166353       | 137773       | 233725       | 141390       |
| atr-miR156c    | 166349       | 137772       | 233724       | 141177       |
| ahy-miR156b-5p | 166348       | 137768       | 233724       | 141177       |
| aly-miR157a-5p | 166347       | 137767       | 233724       | 141175       |
| han-miR156c    | 166346       | 137766       | 233724       | 141175       |
| gma-miR156c    | 166344       | 137766       | 233723       | 141175       |
| nta-miR156g    | 166306       | 137730       | 233664       | 141174       |
| bey-miR156     | 166302       | 137730       | 233664       | 141139       |
| ppe-miR156i    | 166301       | 137727       | 233657       | 141135       |
| cpa-miR156e    | 166291       | 137702       | 233630       | 141135       |
| stu-miR156b    | 166286       | 137701       | 233630       | 141115       |
| sly-miR156b    | 165951       | 137455       | 233172       | 141114       |
| bra-miR158-5p  | 165129       | 124496       | 129341       | 140824       |

SUPPLEMENTARY TABLE S3

Sequence and function of mature and complementary strands

| miRNA ID      | Sequence              | Biological Process                                                                                   |
|---------------|-----------------------|------------------------------------------------------------------------------------------------------|
| bn-miR408b-3p | AUGCACUGCCUCUUCCCUGGC | response to senescence, low copper and other abiotic stress                                          |
| bn-miR408b-5p | ACAGGGAACAAGCAGAGCAUG |                                                                                                      |
| bn-miR165b-3p | UCGGACCAGGCUUCAUCCCCC | adaxial/abaxial fate of leaf tissues, xylem differentiation in root stele tissues                    |
| bn-miR165b-5p | GGAAUGUUGUCUGGAUCGAGG |                                                                                                      |
| bn-miR160a-5p | UGCCUGGCUCCCUGUAUGCCA | seed germination and post-germination, seedling development, symbiotic Nodule development in Soybean |
| bn-miR160a-3p | GCGUAUGAGGAGCCAUGCAUA |                                                                                                      |
| bn-miR398-3p  | UGUGUUCUCAGGUCACCCUG  | response to senescence, oxidative stress, low copper, other biotic and abiotic stress                |
| bn-miR398-5p  | GGGUCGACAUGAGAACACAUG |                                                                                                      |

# SUPPLEMENTARY TABLE S4

## 5' RACE primers used in this article

| Primer name       | Sequence                   |
|-------------------|----------------------------|
| BnaA10g01450D-1R  | TTCCATCTCCTTGAGAAGCTCCGGG  |
| BnaA10g01450D-2R  | CTGTGCATTACGAGGACAGTTGTTGC |
| BnaC05g01480D -1R | CCATCTCCTTGAGAAGCTCCGGGAAG |
| BnaC05g01480D -2R | GTGCATTACGAGGACAGTTGTTGCC  |
| BnaC08g45940D -1R | CTCCATCTCCTTCTGAAGCTCCGGG  |
| BnaC08g45940D -2R | TCACAAACTGTGCATTCGCGAGGACA |

SUPPLEMENTARY TABLE S5

Stem-loop qRT-PCR and qRT-PCR primers used in this article

| Primer name       | Sequence                                          |
|-------------------|---------------------------------------------------|
| bnA-408a-RT       | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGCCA<br>TGCTC |
| bnA-408b-RT       | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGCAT<br>GCTCT |
| bnA-165a-RT       | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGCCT<br>CGATC |
| bnA-165b-RT       | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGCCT<br>CGATC |
| bnA-482a-RT       | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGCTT<br>CTTGC |
| bnA-160a-RT       | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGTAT<br>GCATG |
| bnA-398-RT        | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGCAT<br>GTGTT |
| bnA-827a-RT       | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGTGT<br>TTGTT |
| bnA-novel-1-RT    | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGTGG<br>AGTCA |
| bnA-novel-2-RT    | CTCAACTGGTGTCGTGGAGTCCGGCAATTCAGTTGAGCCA<br>TCATT |
| bnA-408a-FP       | ACACTCCAGCTGGGCAGGGAACAA                          |
| bnA-408b-FP       | ACACTCCAGCTGGGACAGGGAACA                          |
| bnA-165a-FP       | ACACTCCAGCTGGGGAATGTTGTC                          |
| bnA-165b-FP       | ACACTCCAGCTGGGGGAATGTTGT                          |
| bnA-482a-FP       | ACACTCCAGCTGGGAGATGGGTGG                          |
| bnA-160a-FP       | ACACTCCAGCTGGGGCGTATGAGG                          |
| bnA-398-FP        | ACACTCCAGCTGGGGGGTTCGACAT                         |
| bnA-827a-FP       | ACACTCCAGCTGGGTTAGATGACC                          |
| bnA-novel-1-FP    | ACACTCCAGCTGGGAGAGTTGATC                          |
| bnA-novel-2-FP    | ACACTCCAGCTGGGAGACTGGAGT                          |
| Universal primer  | AACTGGTGTCGTGGAG                                  |
| BnA06g40560D-RT-L | GAGGAAGGAGCAGCTGTGGACTTGC                         |
| BnA04g00470D-RT-L | GTCCGAATAATCCACCATCCA                             |
| BnA09g28020D-RT-L | TCCTCATCTATGATTATGCTCCC                           |
| BnA01g28580D-RT-L | CGAGGTTCCACTGAGAAGGTGGAAC                         |
| BnA09g32040D-RT-L | TGAAAGCTTGAACAGTCCTC                              |
| BnA08g22860D-RT-L | GTGGGACTTCAGATACTACAACAG                          |
| BnA08g45940D-RT-L | GATATCATTAACTGCGGACAC                             |
| BnA09g51130D-RT-L | TTTGGCTTCTCCTCCATCAC                              |
| BnA10g01450D-RT-L | GGACACGATGTTTGATCCGA                              |

|                    |                           |
|--------------------|---------------------------|
| BnaC05g01480D-RT-L | GCACTGTTTGATGGTTGCTC      |
| BnaC07g31010D-RT-L | TCTACCTTCACAACCACATACAC   |
| BnaC08g08850D-RT-L | CGCAGATTTCGCTGTATGTGG     |
| BnaC04g33280D-RT-L | CACTTATCCTCCATTGCTAACGAC  |
| BnaC04g08980D-RT-L | GAAGGGAGAAAGCTCACCTG      |
| BnaA06g40560D-RT-R | TCCAGTATCGTCGAGAGCCTTGGCT |
| BnaC04g00470D-RT-R | CTCCACTGCCAATCTGTTCTG     |
| BnaC09g28020D-RT-R | GTAAGCAATTCCCTTAGCGA      |
| BnaC01g28580D-RT-R | GAACGGTGGACCGAAGATCTCATCC |
| BnaA09g32040D-RT-R | ATCAGAAACACCAGTCTCCTC     |
| BnaC08g22860D-RT-R | AAAGCATCAGAGACCTCATGGA    |
| BnaC08g45940D-RT-R | TATAAACACAAACCTCACGGCA    |
| BnaA09g51130D-RT-R | TATAAACACAAACCTCACGGCA    |
| BnaA10g01450D-RT-R | TATAAACACAAACCTCACGGCA    |
| BnaC05g01480D-RT-R | TATAAACACAAACCTCACGGCA    |
| BnaC07g31010D-RT-R | TTTGCTTCTGTACCCATTAGCTG   |
| BnaC08g08850D-RT-R | AAACCATACGGTTCTGCATCTC    |
| BnaC04g33280D-RT-R | CTTACCTACTGCTTCCTGATGAG   |
| BnaC04g08980D-RT-R | ACATGATGGTGGTCTTTGGT      |
| BnActin-L          | CTATCCTCCGTCTCGATCTCGC    |
| BnActin-R          | CTTAGCCGTCTCCAGCTCTTGC    |

---

# Supplementary material for: Differential expression of miRNAs and their targets in wax-deficient rapeseed
**Source:** Sci Rep. 2019 Aug 21;9:12201. doi: 10.1038/s41598-019-48439-z
**Supplement:** Supplementary file 2 — Supplementary figures

## Supplementary Figures

### Title

Differential expression of miRNAs and their targets in wax-deficient rapeseed

Tingting Liu<sup>1</sup>, Jingquan Tang<sup>1</sup>, Li Chen<sup>1</sup>, Jiayue Zeng<sup>1</sup>, Jing Wen<sup>1</sup>, Bin Yi<sup>1</sup>, Chaozhi Ma<sup>1</sup>, Jinxing Tu<sup>1</sup>, Tingdong Fu<sup>1</sup>, Jinxiong Shen<sup>1\*</sup>

Figure S1.

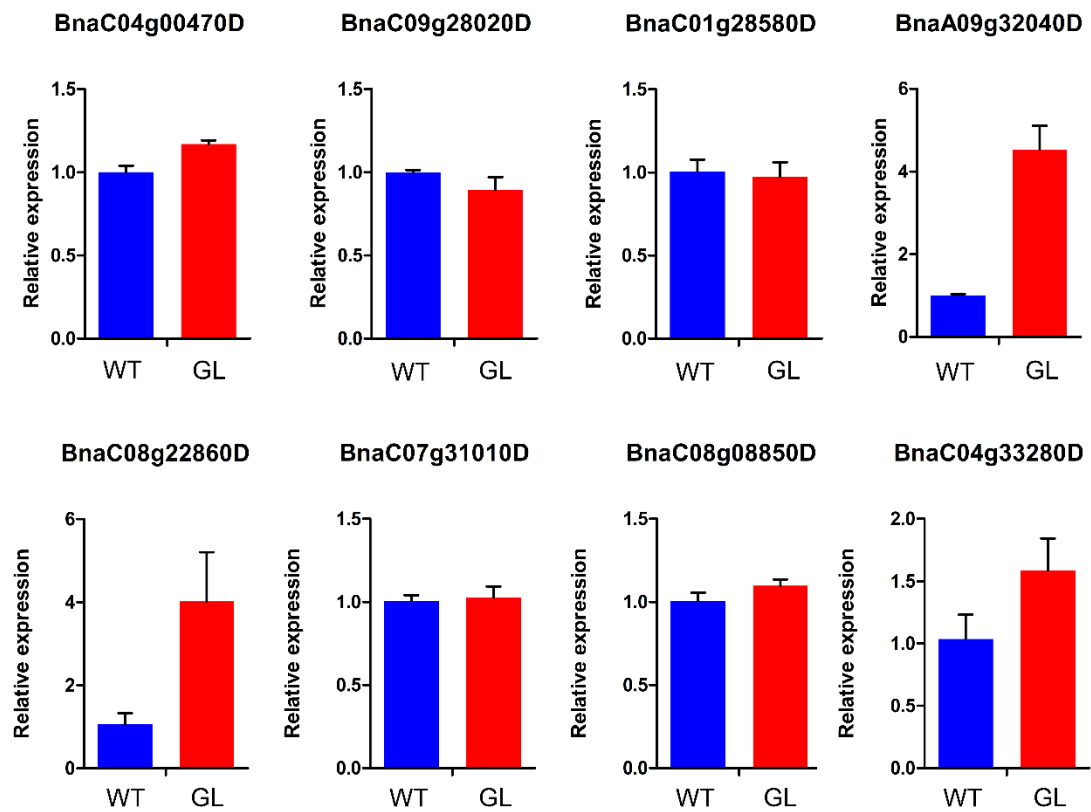

Relative expression level change of the rest of eight predicted target genes verified by qRT-PCR in wild-type and mutant plants. The bars indicate SE of the mean.

Figure S2.

A

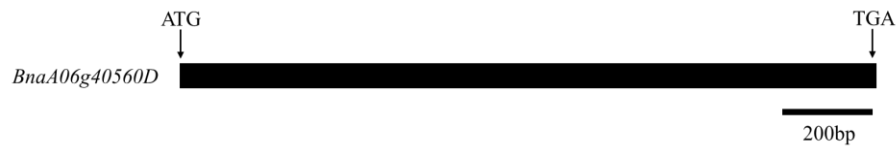

B

Pssm-ID: 353355 Cd Length: 500 Bit Score: 557.31 E-value: 0e+00

```

10 20 30 40 50 60 70 80
*...*...*...*...*...*...*...*...*...
1cl|seqsig_MFSIT_dfa575479be7d2b009df0727deb0ad1f 28 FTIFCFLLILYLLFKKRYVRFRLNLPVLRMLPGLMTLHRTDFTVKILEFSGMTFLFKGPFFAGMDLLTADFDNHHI 107
Cdd:PLN02169 15 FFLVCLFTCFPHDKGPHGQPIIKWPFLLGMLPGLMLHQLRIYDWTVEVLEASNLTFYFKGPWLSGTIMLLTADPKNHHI 94

90 100 110 120 130 140 150 160
*...*...*...*...*...*...*...*...*...
1cl|seqsig_MFSIT_dfa575479be7d2b009df0727deb0ad1f 108 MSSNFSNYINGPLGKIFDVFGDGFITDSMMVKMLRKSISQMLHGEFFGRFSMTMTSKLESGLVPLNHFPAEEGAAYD 187
Cdd:PLN02169 95 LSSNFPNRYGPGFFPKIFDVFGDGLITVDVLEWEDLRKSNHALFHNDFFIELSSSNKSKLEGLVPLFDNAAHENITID 174

170 180 190 200 210 220 230 240
*...*...*...*...*...*...*...*...*...
1cl|seqsig_MFSIT_dfa575479be7d2b009df0727deb0ad1f 188 LQDVFGRLTFDTLLILITGSDPRSLSIELWEDELAKALDUTGKILSRHVKFRFLVMQWVMGLGQEKMSQASATFDRV 267
Cdd:PLN02169 175 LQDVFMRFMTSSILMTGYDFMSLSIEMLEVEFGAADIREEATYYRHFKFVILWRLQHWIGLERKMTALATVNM 254

250 260 270 280 290 300 310 320
*...*...*...*...*...*...*...*...*...
1cl|seqsig_MFSIT_dfa575479be7d2b009df0727deb0ad1f 268 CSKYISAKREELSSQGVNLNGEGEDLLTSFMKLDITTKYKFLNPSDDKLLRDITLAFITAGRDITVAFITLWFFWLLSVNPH 347
Cdd:PLN02169 255 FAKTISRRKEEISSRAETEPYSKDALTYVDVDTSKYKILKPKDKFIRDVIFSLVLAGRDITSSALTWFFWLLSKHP 333

330 340 350 360 370 380 390 400
*...*...*...*...*...*...*...*...*...
1cl|seqsig_MFSIT_dfa575479be7d2b009df0727deb0ad1f 348 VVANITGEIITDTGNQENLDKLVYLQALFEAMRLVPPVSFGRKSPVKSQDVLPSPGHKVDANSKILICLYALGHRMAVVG 427
Cdd:PLN02169 334 VMAKIRHEI--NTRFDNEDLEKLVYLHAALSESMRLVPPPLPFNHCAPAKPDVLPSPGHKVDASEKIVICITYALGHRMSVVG 411

410 420 430 440 450 460 470 480
*...*...*...*...*...*...*...*...*...
1cl|seqsig_MFSIT_dfa575479be7d2b009df0727deb0ad1f 428 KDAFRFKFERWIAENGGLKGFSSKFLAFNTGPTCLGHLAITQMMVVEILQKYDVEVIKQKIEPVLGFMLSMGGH 507
Cdd:PLN02169 412 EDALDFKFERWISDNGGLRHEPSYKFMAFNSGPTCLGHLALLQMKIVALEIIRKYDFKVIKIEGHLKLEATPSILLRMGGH 491

...*...
1cl|seqsig_MFSIT_dfa575479be7d2b009df0727deb0ad1f 508 LRVKVAKR 515
Cdd:PLN02169 492 LKVTVTKK 499

```

Structure analysis and function prediction of *BnaA06g40560D* gene. A. The CDS of *BnaA06g40560D* (1557bp) contains only one exon. B. The protein sequence of *BnaA06g40560D* contains the conserved domain of P450 superfamily.

How the deposited data were processed for this re-analysis (not part of the article)

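Small RNA of the stem epidermis was sequenced from 2 libraries of the glossy mutant and 2 of the wild type, each a pool of RNA from 3 plants. The authors removed low-quality reads, adaptors and reads of other lengths with the Fastx-toolkit, removed other non-coding RNAs, aligned the reads to the B. napus genome with SOAP, searched them against miRBase, predicted further miRNAs with MIREAP and deposited raw counts per miRNA entry. The deposited counts were whole numbers with a different total in each library, and the counts of ath-miR157c-5p in GL-1, GL-2 and WT-1 equal those of aly-miR157c-5p in Supplementary Table S2. In WT-2 they do not, with 182972 reads in the paper's Supplementary Table S2 and 142245 in the deposited counts, a number that stands 1 line lower in the WT-2 column of that table. How reads matching several entries were counted is not stated in the paper's text. The paper's methods normalize by FPKM and use the DESeq package, and those normalized values were not used here. The deposited lists hold no sequences, so the miRNAs of Table 3 were matched to entries by family, letter and arm, and the predicted miRNAs of Fig. 4 could not be matched. Genome coordinates were not used here.

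The counts were read as deposited, 300 conserved and 12443 predicted entries per library. Totals ranged from 1050008 to 1490643 counts over all entries and from 864611 to 1208784 over the conserved entries. For the shares, Wilson 95% confidence intervals were computed, and 3 counts of the conserved total were taken as the smallest detectable share. Intervals and floors cover at most counting error, and they take counts that several entries may share as separate reads.

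The glossy mutant was compared with the wild type by edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood F test and no block, on the 877 entries with at least 10 counts in at least 2 libraries. Thresholds were those of the paper's methods, an absolute log2 fold change of at least 1 and an unadjusted P under 0.05, and Benjamini-Hochberg adjusted p-values are given beside them. Standard errors of log2 fold changes were derived from the F statistics. Conserved and predicted entries were fitted together. The design written before the data were examined named this for the predicted entries and left it open for the conserved ones, and a fit of the conserved entries alone was added after the data were seen. TMM factors were 1.14 for GL-1, 1.06 for GL-2, 0.92 for WT-1 and 0.89 for WT-2. Shares and strand ratios were compared with exact two-sided permutation tests, whose smallest p is 0.333. The entries named were every miRNA the paper names and, in each direction, the 5 entries of smallest P past the thresholds whose normalized counts were all higher or all lower in the glossy libraries. Conserved entries past the thresholds under the joint fit or the conserved fit are named as well.

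The alternatives tried were DESeq2 1.42.0 with its size factors and Wald test, library sizes from the clean reads of Table 1 or from column totals, no filter, at least 10 counts in every library, the replicate number as a block, entries with identical counts counted once, edgeR's exact test, adjusted p-values, Brassica entries only, clean reads as the denominator of shares, sums over all entries of an arm, a pseudocount of 1 in the strand ratios, and each library left out in turn. The crossed pairing as a block, the conserved entries alone, the arm sums with identical counts counted once, the miR165a strand ratio, adjusted p-values in fits other than the joint one and the alternatives for unfiltered entries and predicted numbers were added after the data were seen. So were the sums of conserved counts with identical counts counted once. The edgeR and DESeq2 fits were tested on simulated data with known changes of 3 on the log2 scale and the same dispersion for all entries. At the dispersion of the conserved entries, 0.0881, edgeR recovered 100% and DESeq2 95.4% of the changed entries tested. At the dispersion of the joint fit, 1.42, they recovered 28.0% and 40.0%, and with adjusted p-values 0% and 8%. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 was used for the other computations and matplotlib 3.10.9 for the plots. The qRT-PCR, 5′ RACE, length distribution and target prediction were not analysed here.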

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

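The tests given here were chosen only after the result was seen, apart from the fits of ath-miR399f and ath-miR169f-5p. Those fits and their alternatives were set before the data were examined, except the crossed replicate block. Of the conserved entries, 73 carry names of animal species, which the paper does not discuss, and they held 8198 counts over the 4 libraries. Relative to the paper's clean reads, as CPM, these were 172 in GL-1, 181 in GL-2, 131 in WT-1 and 266 in WT-2, and let-7 entries held 72.9% of them. The first test took all entries with animal names together, and the ratio of their highest to their lowest share, 2.03, lay at percentile 100 of 2000 lists of plant-named entries of the same mean count. That comparison is uneven, because let-7 entries may share reads and move together while the listed plant entries need not, so a second test was chosen after the first had been seen. In it, the ratio for let-7 was 2.31, at percentile 85.7 of 35 plant families of at least 500 counts, whose median was 1.54. Animal RNA in amounts that differ between the libraries may account for these counts, and the 2 tests do not settle it. The glossy phenotype showed no separation (exact two-sided permutation test, p = 1).

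The predicted entry Nov-miR-2492 had 176941 counts in WT-2, 112657 in WT-1, 116314 in GL-2 and 0 in GL-1. The paper does not use this name, and whether it lists the entry under another name is not known. Nov-miR-9661 had identical counts. Among predicted entries with a mean of at least 20 counts, 51.52% had 0 counts in at least 1 library against 0 of 131 conserved entries, and a candidate explanation is that an entry was counted only in libraries where the prediction listed it. A biological explanation was not tested for this entry, since the glossy libraries differed from each other.

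The entry ath-miR399f, a conserved entry outside those the paper discusses, had a log2 fold change of -1.12 and passed the paper's thresholds, with an adjusted p = 0.563 by edgeR's test. Both glossy libraries, with 46 and 38 counts, were below both wild-type libraries, with 125 and 74. Its unadjusted P was 0.0498, close to the threshold, and the entry was no longer past the thresholds with DESeq2 (-1.12), with library sizes from clean reads (-1.17) or from column totals (-0.84), with no count filter (-1.15), with the replicate block (-1.10), with the crossed replicate block (-1.10) or with identical counts counted once (-1.09). The exact test of edgeR did not call ath-miR399f either. Its log2 fold change was lower than 0 under the 4 normalizations, the highest being -0.84 with library sizes from column totals. Library size and composition alone therefore did not account for the direction. All 3 tested miR399 entries were lower in the glossy mutant under the 4 normalizations. The median log2 fold change of 8 distinct entries of miR399, miR827 and miR2111 was -0.74, at percentile 0.02 of 10000 random lists of the same mean count. Because that list holds miR399f itself, a second version was chosen after the first had been seen. Without miR399f the median of the 7 others was -0.62, at percentile 0.47. A lower phosphate starvation response in the glossy mutant may account for this, but the list was chosen after the entry was seen, so the 2 percentiles do not settle it. Reads shared between entries of a family were not tested for this list. Of the 4 distinct miR2111 entries tested, 3 were lower, and 2 with library sizes from column totals.

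The entry ath-miR169f-5p, also outside those the paper discusses, had a log2 fold change of -1.61, with counts of 13 and 8 in the glossy libraries and 30 and 39 in the wild-type libraries and an adjusted p = 0.543 by edgeR's test. It was no longer past the thresholds with DESeq2 (-1.61), with library sizes from column totals (-1.32), with no count filter (-1.61), with the replicate block (-1.63) or with the crossed replicate block (-1.63). The exact test of edgeR did not call ath-miR169f-5p either. Under the 4 normalizations the highest value was -1.32, so library size and composition alone did not account for the direction. Of the 7 distinct miR169 entries tested, 7 were lower in the glossy mutant, and 6 with library sizes from column totals. The highest log2 fold change among the other distinct miR169 entries was -0.17. Reads shared between near-identical miR169 entries may therefore carry 1 difference into several entries, and the pattern cannot be told apart from that explanation.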

How the results depend on the processing

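The alternatives given here were chosen before the data were examined, apart from the conserved entries fitted alone, the crossed replicate block, the arm sums with identical counts counted once, the miR165a strand ratio, adjusted p-values in fits other than the joint one and those for the number of predicted entries and for unfiltered log2 fold changes, which were added after the data were seen. The sums of conserved counts with identical counts counted once were also added after the data were seen. Where a value changed, the cause was not tested.

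The number of conserved miRNAs differentially expressed was 5. It was 4 with library sizes from clean reads or from column totals, 3 with at least 10 counts in every library or with identical counts counted once, and 1 with no count filter, with edgeR's exact test, with the replicate block (correlation of same-numbered libraries -0.164) and with the crossed replicate block. It was 0 with DESeq2 (6 at an unadjusted P under 0.05) and 0 with adjusted p-values (7 at an unadjusted P under 0.05). With conserved entries fitted alone it was 9. With Brassica entries only it was 0 (0 of 56 at an unadjusted P under 0.05). No entry matched to Table 3 has a Brassica name, so that alternative could not call any of them. The number of predicted miRNAs differentially expressed was 67, and stayed between 58 and 69 with clean reads, column totals, identical counts counted once and the exact test. It was 25 with DESeq2, 261 with no count filter, 3 with at least 10 counts in every library, 7 with the replicate block, 8 with the crossed replicate block and 0 with adjusted p-values of edgeR's quasi-likelihood test (70 at an unadjusted P under 0.05), against 1 with those of DESeq2, 23 with those of the exact test and 48 with those of the quasi-likelihood test without a filter. An absolute log2 fold change of at least 1 was found for 12 conserved and 195 predicted entries, and for 6 to 29 and 307 to 368 across the 4 fits that each left out one replicate.

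The log2 fold change of bna-miR165a-5p, 1.43, kept its direction in every fit but was no longer past the threshold with DESeq2 (1.44), with no count filter (1.43), with the replicate block (1.47) and with the crossed replicate block (1.47). The entry of bna-miR165a-5p was also not called by edgeR's exact test. The log2 fold change of bna-miR827a, -0.87, was past the threshold in no fit and kept its direction in all. The log2 fold change of ath-miR160a-5p, -0.12, reversed to 0.16 with column totals and ranged from -0.48 to 0.34 with one replicate left out. That of ath-miR157c-5p, -0.18, reversed to 0.10 with column totals and ranged from -0.43 to 0.13. That of ath-miR158a-3p, 0.07, ranged from -0.17 to 0.36.

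The combined share of miR156, miR157 and miR158 was 73.0% in the glossy mutant and 73.3% in the wild type. It was 67.5% and 66.7% with identical counts counted once, and 6.37% and 7.14% of the clean reads. With Brassica entries only it was 0% and 0%, because no entry of these families has a Brassica name. The miR165 strand ratio, 0.00183 and 0.00613, was 0.0048 and 0.00433 summed over the entries of the same arm, where ath-miR165a-5p and aly-miR165a-5p, with identical counts, both enter. With identical counts counted once it was 0.00406 and 0.00478, and with the miR165a entries in place of the miR165b entries 0.00629 and 0.00343, so the order of the phenotypes depends on the entries taken. The number of conserved miRNAs detected, 299 in at least 1 library and 208 in all 4, was 166 and 133 with at least 10 counts in a library, and 84 and 68 with Brassica entries only. The number of predicted entries with at least 10 counts, 1956, was 1021 with identical counts counted once. Leaving aside the fits without a replicate, among the 33 other results 19 changes were weaker, 5 stronger, 16 moved and 2 reversed, and 11 results kept their direction and side of the threshold, or stayed within 1.5-fold, under every alternative they were run with, the fits without a replicate included. Among them are the 4 sums of conserved counts, which still fell with identical counts counted once, from 1001543 to 722823 in GL-1.

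With at least 10 counts in every library, entries with a lower count in any library gave no value. The pseudocount on normalized values was not run, because the deposited values are counts. With 2 libraries per phenotype, the permutation tests could not give a p under 0.333. At the dispersion of the joint fit, edgeR recovered 28.0% of simulated changes. At the dispersion of the conserved entries, 0.0881, it recovered 100%. With adjusted p-values, edgeR recovered 0% at the dispersion of the joint fit and 97.9% at 0.0881. Each simulation gave all entries the same dispersion and changes of 3 on the log2 scale. The tested entries of Table 3 had smaller changes. Standard errors in the joint fit and the conserved fit were 0.39 and 0.34 for ath-miR165a-5p, and 0.45 and 0.35 for ath-miR408-5p. The recoveries therefore do not give the power for these entries. What the absence of calls by adjusted p-values in the joint fit shows is left open.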

Differences from the paper's values

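The paper states 199 Brassica miRNAs from 77 families, and 84 entries from 46 families carried Brassica names. Each deposited name gives a single species, and families such as miR156 and miR157 have no entry with a Brassica name. The 2 numbers may therefore not measure the same thing. For predicted miRNAs with at least 10 reads the paper states 553 in its text and 533 in Table 2, and 1956 entries had at least 10 counts in at least 1 library. With identical counts counted once the number was 1021 and with counts summed over the libraries 2850, both chosen after seeing the values, and neither closed the gap. The paper states 52 predicted miRNAs common to the 4 libraries, and 1.6e+02 predicted entries had at least 10 counts in all 4, which are the 291 entries with such counts without the 133 conserved ones. For predicted miRNAs of 1 library only, the paper states 61 in GL-1, 139 in GL-2, 75 in WT-1 and 59 in WT-2, and 239, 432, 331 and 232 were found. Requiring 0 counts in each of the other libraries gave 185, 297, 231 and 155 in the same order, still above the paper's numbers. No other alternative was set for these numbers.

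The paper states 8 conserved miRNAs differentially expressed, and 5 were found. The paper's number is of sequences and the 5 are entries. They include ath-miR165a-5p and aly-miR165a-5p, with identical counts, and 1 entry that stands for both bna-miR408a-5p and bna-miR408b-5p. None of the alternatives set before the data were examined closed the gap, and the fit of conserved entries only, chosen after seeing the values, gave 9. These are not the same miRNAs, since 6 of the 9 are down-regulated, aly-miR165b-5p among them. The entries of miR827, miR160a-3p, miR398-5p and miR482a are not called. The 9 also hold both miR165a-5p entries, and ath-miR169d and ath-miR169e, which likewise have identical counts. The paper states 7 up-regulated, and 3 were found; no alternative closed the gap. The paper states 1 down-regulated, and 2 were found. Library sizes from clean reads, at least 10 counts in every library and identical counts counted once gave 1, and the other alternatives did not. The entry was ath-miR169f-5p or ath-miR399f and not ath-miR827, the entry of the miRNA the paper lists.

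The paper states 6 predicted miRNAs differentially expressed, and 67 were found. With the replicate block there were 7, and with the crossed replicate block, chosen after seeing the values, 8, and the other alternatives did not close the gap. The paper states 2 up-regulated, and 37 were found. With at least 10 counts in every library there were 3, and with the crossed replicate block, chosen after seeing the values, 2, and no other alternative closed the gap. The paper states 4 down-regulated, and 30 were found. With the replicate block there were 6 and with the crossed replicate block, chosen after seeing the values, also 6, and no other alternative closed the gap.

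The paper states a change of bna-miR482a by sequencing of approximately 12 times, and 80.5 was found without a filter. DESeq2 gave 56.9, the replicate block 38.8 and clean reads as library size 79.9, all without a filter and all chosen after seeing the values. Counts of the entry were 20 in GL-2 and 0 in the other libraries. A fold over 0 counts depends on the fit, so it cannot be set against 12 as a measured value. Fig. 4 shows a log2 fold change of about 6.1 for bna-miR482a, read by eye, which is near the 6.33 found without a filter (standard error 3.42). For bna-miR408a-5p the log2 fold change is about 3.1 in Fig. 4, read by eye, and 2.47 was found. Library sizes from column totals gave 2.76 and the fit without wild type replicate 2 gave 2.78, within the replicate error, and the other alternatives did not. For bna-miR165b-5p it is about 1.7 in Fig. 4, read by eye, and its matched entry gave -1.10, and no alternative closed the gap. For bna-miR165a-5p it is also about 1.7 in Fig. 4, read by eye, and its entry gave 1.43. The 2 sequences differ only by 1 extra base at the 5′ end, and the entries were matched by name without sequences. The opposite sign therefore cannot be told apart from a wrong match. For bna-miR398-5p it is about 1.4 in Fig. 4, read by eye, and 3.21 was found without a filter (standard error 4.71). With 1 count in each glossy library and 0 in each wild-type library, that log2 fold change shows no difference from 1.4. For bna-miR827a it is about -1.2 in Fig. 4, read by eye, and -0.87 was found. The fit without wild type replicate 1 gave -0.98, within the replicate error, and no other alternative did.

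The paper states 663944 conserved miRNA reads in GL-1, 544234 in GL-2 and 720981 in WT-1 (Table 1), and the deposited counts summed to 1001543, 864611 and 1208784. With identical counts counted once, chosen after seeing the values, the sums were 722823, 631695 and 882799, which came within 1.5-fold of the paper's values but stayed above them. For miR158 the paper's Supplementary Table S2 gives 165129 reads in GL-1, 124496 in GL-2, 129341 in WT-1 and 140824 in WT-2, and the family had 260, 228, 217 and 277 counts. No alternative was set for these counts. For aly-miR157c-5p in WT-2 the paper's Supplementary Table S2 gives 182972 reads, and the matched entry, ath-miR157c-5p, had 142245 counts, while the other libraries had the same numbers in both. The number 142245 stands 1 line lower in the WT-2 column of that table, which may be shifted. The paper places miR158 among the most abundant families, and it ranked 28 here, or 26 with identical counts counted once, a choice made after seeing the values. The paper lists bna-miR165b-5p as up-regulated, also by stem-loop qRT-PCR, and the entry matched to it by name had a log2 fold change of -1.10.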

Other observations

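All tests given here were chosen only after the result was seen. Predicted entries with at least 10 counts in both libraries of 1 phenotype and 0 in both of the other numbered 66. The 2 divisions that pair a glossy with a wild-type library gave 78 and 75 such entries, so 3 of the 3 divisions of the 4 libraries into pairs gave at least as many, and the division by phenotype was the lowest. Among predicted entries with a mean of at least 20 counts, 51.52% had 0 counts in a library, against 0 of 131 conserved entries (Fisher's exact test, two-sided, p = 1.65e-29), which is consistent with entries being counted only where the prediction listed them. A second entry with the same counts where an entry was counted, and at least 10 counts where it was not, was searched for in 2 ways. The first search covered all predicted entries with a 0 and a highest count of at least 50, and found a second entry for 24 of 102, against 6 to 22 after shuffling counts among entries 100 times. A single shared number often matches by chance, so a second search, chosen after the first had been seen, required a mean of at least 20 counts and counts in at least 2 libraries. It found a second entry for 5 of 79, against 0 in each of the 100 shuffles. For Nov-miR-712 and Nov-miR-869, Nov-miR-3348 had the counts of both, 2025, 2217, 2728 and 2473. Zeros that come from the prediction may therefore produce calls of predicted entries, and the glossy phenotype cannot be told apart from this explanation.

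Of the 155 conserved entries in the joint fit, 4.52% had an unadjusted P under 0.05, where 7.75 entries would be expected by chance and 7 were found. The conserved miRNAs past the thresholds could be calls made by chance. In the fit of the conserved entries alone, added after the data were seen, the share was 12.3%, so this reading depends on the fit.

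The entries hbr-miR482a, hbr-miR482b and hbr-miR9386, named for the rubber tree Hevea brasiliensis, had 20, 9 and 11 counts in GL-2 and 0 in the other libraries. At least 5 counts in 1 library and 0 in the others were found for 3 of 6 entries named for this plant and 0 of 294 others (Fisher's exact test, two-sided, p = 4.49e-06). GL-1 had 0 counts of these entries against 40 in GL-2, where 46.3 would be expected from its size (exact two-sided binomial test, p = 4.31e-14). The entries were chosen for having counts in GL-2 only, so this test could hardly have come out otherwise. It shows nothing about the glossy phenotype. Reads of another plant in GL-2 are a candidate explanation, but the entries were chosen for this pattern and their reads may be shared, so the tests do not settle it.

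Under the crossed pairing of GL-1 with WT-2, the deviations of the paired libraries had a correlation of 0.164 across the conserved entries, 0.201 across the 291 entries with at least 10 counts in every library and -0.016 across all 877 tested entries, predicted entries with zeros included. The paper's Table 1 pairs the same libraries in the share of reads removed for their length, 1.10% in GL-1 and 2.37% in WT-2 against 0.196% in GL-2 and 0.293% in WT-1, and in the share of unannotated reads, 59.6% and 59.6% against 65.6% and 65.4%. The crossed correlations are by construction those of the same-numbered pairing with the sign changed, and the crossed pairing was chosen after that sign was seen. A shared preparation of GL-1 with WT-2 is possible but could not be told apart from other sources of correlated counts.

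Higher miR408-5p in the glossy mutant was set against a copper response. The median log2 fold change of the tested miR397, miR398, miR408 and miR857 entries, 2 distinct entries with miR408-5p itself among them, was 1.51, at percentile 100 of 10000 random lists of the same mean count. The list includes the entry for which it was chosen and could hardly have come out otherwise, so it shows nothing about a copper response.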
